# Transcriptional Profiling Defines Histone Acetylation as a Regulator of Gene Expression during Human-to-Mosquito Transmission of the Malaria Parasite *Plasmodium falciparum*

**DOI:** 10.3389/fcimb.2017.00320

**Published:** 2017-07-24

**Authors:** Che J. Ngwa, Meike J. Kiesow, Olga Papst, Lindsey M. Orchard, Michael Filarsky, Alina N. Rosinski, Till S. Voss, Manuel Llinás, Gabriele Pradel

**Keywords:** histone acetylation, gene expression, malaria, gametocyte, transmission

## Abstract

Transmission of the malaria parasite *Plasmodium falciparum* from the human to the mosquito is mediated by the intraerythrocytic gametocytes, which, once taken up during a blood meal, become activated to initiate sexual reproduction. Because gametocytes are the only parasite stages able to establish an infection in the mosquito, they are crucial for spreading the tropical disease. During gametocyte maturation, different repertoires of genes are switched on and off in a well-coordinated sequence, pointing to regulatory mechanisms of gene expression. While epigenetic gene control has been studied during erythrocytic schizogony of *P. falciparum*, little is known about this process during human-to-mosquito transmission of the parasite. To unveil the potential role of histone acetylation during gene expression in gametocytes, we carried out a microarray-based transcriptome analysis on gametocytes treated with the histone deacetylase inhibitor trichostatin A (TSA). TSA-treatment impaired gametocyte maturation and lead to histone hyper-acetylation in these stages. Comparative transcriptomics identified 294 transcripts, which were more than 2-fold up-regulated during gametocytogenesis following TSA-treatment. In activated gametocytes, which were less sensitive to TSA, the transcript levels of 48 genes were increased. TSA-treatment further led to repression of ~145 genes in immature and mature gametocytes and 7 genes in activated gametocytes. Up-regulated genes are mainly associated with functions in invasion, cytoadherence, and protein export, while down-regulated genes could particularly be assigned to transcription and translation. Chromatin immunoprecipitation demonstrated a link between gene activation and histone acetylation for selected genes. Among the genes up-regulated in TSA-treated mature gametocytes was a gene encoding the ring finger (RING)-domain protein PfRNF1, a putative E3 ligase of the ubiquitin-mediated signaling pathway. Immunochemistry demonstrated PfRNF1 expression mainly in the sexual stages of *P. falciparum* with peak expression in stage II gametocytes, where the protein localized to the nucleus and cytoplasm. *Pfrnf1* promoter and coding regions associated with acetylated histones, and TSA-treatment resulted in increased PfRNF1 levels. Our combined data point to an essential role of histone acetylation for gene regulation in gametocytes, which can be exploited for malaria transmission-blocking interventions.

## Introduction

The mosquito-borne disease malaria is the most devastating infectious tropical disease in the world, causing ~200 million new cases and more than 400,000 casualties annually (World Malaria Report, WHO, 2016). Malaria is caused by intracellularly living protozoa of the genus *Plasmodium*, with *P. falciparum* being the causative agent of malaria tropica, the most severe form of malaria.

The complex life-cycle of *P. falciparum* involves an initial round of replication in the human liver and subsequent 48-h replication cycles in the red blood cells (RBCs) that are pivotal for malaria pathogenesis. The virulence of *P. falciparum* is attributed to its ability to efficiently evade the host immune response, which includes molecular escape mechanisms to avoid complement and antibody recognition with the latter particularly depending on antigenic variation (reviewed in Scherf et al., 2008; Recker et al., 2011; Dinko and Pradel, 2016; Schmidt et al., 2016).

Immune evasion of *P. falciparum* is mediated by a tightly regulated transcription program with well-coordinated sequences of gene activation and silencing caused by chromatin-mediated epigenetic regulatory mechanisms (Duraisingh et al., 2005; Freitas-Junior et al., 2005; reviewed in Duraisingh and Horn, 2016). A major part of epigenetic control involves histone post-translational modifications (PTMs). Among others, these include histone acetylation and methylation, which are mediated by specialized transferase enzymes, including histone acetyltransferases (HATs), which promote DNA accessibility, as well as histone methyl transferases (HMTs) which can either act as promotors or inhibitors of DNA accessibility, dependent on the methylation site (Lopez-Rubio et al., 2007; Sautel et al., 2007). Histone PTMs can also be reversed, e.g., via histone deacetylases (HDACs) which remove the acetyl groups and thus inhibit gene expression. The genome of *P. falciparum* encodes five plasmodial HDACs; i.e., PfHDAC1 and 3, PfHda2 and the two type III silent information regulators PfSir2A and PfSir2B (Joshi et al., 1999; Gardner et al., 2002; reviewed in Cui and Miao, 2010) and four HATs, including the previously reported MYST and PfGNC5 (Cui et al., 2007a; Miao et al., 2010). Further, the genes coding for 10 SET (Su(var)3-9-'Enhancer of zeste-Trithorax)-domain-containing HMTs, termed PfSET1-10 were identified (Cui et al., 2008; Volz et al., 2010).

To date, histone PTMs were particularly studied during the expression of virulence-associated clonally variant multigene families, like the *var* gene family, which encodes the *P. falciparum* erythrocyte membrane protein PfEMP1 (Lopez-Rubio et al., 2007, 2009; Petter et al., 2011; reviewed in Llinás et al., 2008; Cui and Miao, 2010; Duffy et al., 2014; Duraisingh and Horn, 2016). Only a single *var* gene is expressed during replication of the RBC parasites at any one time, whereas all other *var* genes remain silent. Switching *var* expression and thus PfEMP1 structure alters the antigenic type of the infected RBCs and in consequence pathogenesis of the tropical disease. The expression of *var* genes relies on epigenetic mechanisms that induce dynamic changes in the chromatin structure (reviewed in Duffy et al., 2012). Only the active *var* gene copy assumes a euchromatic state characterized by both acetylated lysine 9 and tri-methylated lysine 4 of histone 3 (H3K9ac and H3K4me3, respectively; Lopez-Rubio et al., 2007; Salcedo-Amaya et al., 2009). On the other hand, *var* gene silencing is linked to H3K9 tri-methylation (H3K9me3) and further involves Sir2A and B and the class II HDAC PfHda2 (Duraisingh et al., 2005; Freitas-Junior et al., 2005; Lopez-Rubio et al., 2009; Tonkin et al., 2009; Coleman et al., 2014).

Recent work has further unveiled epigenetic control mechanisms during gametocyte commitment, when the RBC parasites enter the sexual pathway to form gametocytes, thus enabling parasite transmission from the human to the mosquito vector (reviewed in Josling and Llinás, 2015). Gametocyte commitment, which is proposed to be triggered by environmental signals (reviewed in Kuehn and Pradel, 2010; Bennink et al., 2016), is closely linked to the plasmodial heterochromatin protein PfHP1. This regulator usually binds specifically to H3K9me3 to maintain the heterochromatin state, resulting in *var* gene silencing and suppression of gametocyte commitment (Flueck et al., 2009; Pérez-Toledo et al., 2009; Brancucci et al., 2014). Conditional depletion of PfHP1 leads to hyper-induction of gametocytes caused by the de-repression of the *ap2-g* gene, which encodes the AP2-G transcription factor, a member of the apicomplexan Apetala2/ethylene response factor (AP2/ERF) DNA-binding protein family (Balaji et al., 2005; Kafsack et al., 2014; Sinha et al., 2014). Besides PfHP1, PfHda2 appears to be involved in the silencing of *ap2-g* gene expression in non-committed parasites, probably by removing acetylated histone residues allowing for their methylation leading to the binding of PfHP1 (Coleman et al., 2014). Once the *ap2-g* gene is activated and AP2-G becomes synthesized, the protein acts as a transcriptional switch that controls gametocyte differentiation by activating the transcription of early gametocyte genes (Kafsack et al., 2014; Sinha et al., 2014; reviewed in Voss et al., 2014; Josling and Llinás, 2015).

Once gametocyte commitment is induced, a total of about 20% of plasmodial genes are specifically expressed. These are needed for gametocyte maturation, but also for preparing the parasite to rapidly adjust to the mosquito midgut environment and to undergo gametogenesis, after the gametocytes are taken up by the blood-feeding female *Anopheles* (Florens et al., 2002; Lasonder et al., 2002; Le Roch et al., 2003). A suppression subtractive hybridization study identified 126 genes that changed in expression during initiation of gametogenesis, amongst others with putative functions in signaling, cell cycle, and gene expression (Ngwa et al., 2013). However, the mechanisms underlying differential gene regulation during gametocyte maturation and gametogenesis up to date have not been investigated.

The therapeutic use of epigenetic inhibitors in treatment of cancers has been known for more than a decade, and several HDAC inhibitors like vorinostat and romidepsin have meanwhile been approved for anticancer therapy (e.g., reviewed in Schobert and Biersack, 2017; Zagni et al., 2017). Also, the antimalarial effects of inhibitors targeting HAT and HDAC enzymes have been explored in the past (e.g., Cui et al., 2007b; Andrews et al., 2008, 2009, 2012a; Chaal et al., 2010; Wheatley et al., 2010; Sumanadasa et al., 2012; Engel et al., 2015; Alves Avelar et al., 2017; Chua et al., 2017). Additional studies showed that HDAC inhibitors also exhibit gametocytocidal activities *in vitro*, indicating that the enzymes are essential for gametocytogenesis (e.g., Hansen et al., 2014; Sun et al., 2014; Trenholme et al., 2014).

To date, only a few studies have investigated the transcriptional changes in *P. falciparum* following treatment with HDAC inhibitors. An initial study reported a general deregulation of gene expression following treatment with the HDAC inhibitor trichostatin A (TSA) during the erythrocytic replication cycle with up to 60% of the genome affected (Hu et al., 2010). Follow-up experiments, though, comparing the transcription profiles in blood stage parasites following treatment with three different HDAC inhibitors, could only detect an overlap for two genes with altered expression (Andrews et al., 2012b). The effect of HDAC inhibitors on gene expression in gametocytes has hitherto not been addressed, amongst others due to the technical challenge of harvesting high numbers of pure gametocyte stages.

To unveil the potential role of histone acetylation during gene expression in gametocytes, we now have carried out a microarray-based transcriptome analysis, in which we compared the transcriptomes of gametocytes treated with TSA and of untreated gametocytes. We show that TSA-treatment results in the deregulation of 453 genes, demonstrating a crucial role of histone PMTs in preparing the parasite for human-to-mosquito transmission.

## Materials and methods

### Antibodies

Primary antibodies used in this study included: rabbit anti-(tetra)-acetyl histone H4 K5, 8, 12, 16ac (H4Kac4) (Millipore; note: according the manufacturer's material data sheet this antibody may cross-react with other acetylated histones like H2B); rabbit anti-H3K9ac (Diagenode); rabbit anti-PfHP1 (Brancucci et al., 2014); rabbit IgG antibody (Millipore); mouse/rabbit anti-Pfs230 (Ngwa et al., 2013; Simon et al., 2016), rabbit anti-Pfs25 (BEI Resources); mouse anti-Pf39 (Scholz et al., 2008); rabbit anti-HA (Sigma Aldrich); mouse anti-proteasome SU α5 (Aminake et al., 2012), and anti-PfActinI (Ngwa et al., 2013). Mouse anti-PfRNF1 was generated for this study (see below). For indirect immunofluorescence assays (IFAs), the following dilutions of the antibodies were used: anti-H4KAc4 (1:200), anti-H3K9ac (1:200), mouse/rabbit anti-Pfs230 (1:200), anti-Pfs25 (1:1,000), anti-PfRNF1 (1:20), anti-PfHP1 (1:300), and anti-proteasome SU α5 (1:50). For Western blot (WB) analysis the following dilutions were used: anti-H4Kac4 (1:1,000), anti-H3K9ac (1:1,000), anti-Pf39 (1:1,000), anti-PfActinI (1:200), anti-PfRNF1 (1:200), rabbit anti-HA (1:1,000). For chromatin immunoprecipitation (ChIP) assays, 1 μg of each antibody (anti-H4Kac4, anti-H3K9ac, anti-PfHP1, IgG) was used.

### Parasite culture

*P. falciparum* strain NF54 was used in this study. The parasites were cultivated *in vitro* in RPMI 1640 medium supplemented with 10% heat-inactivated human serum as described (Ifediba and Vanderberg, 1981) and cultures were maintained at 37°C at an atmosphere of 5% O_2_, 5% CO_2_, and 90% N_2_. Cultures were synchronized by repeated sorbitol treatment as described (Lambros and Vanderberg, 1979). To generate gametocytes, the cultures were kept at high parasitaemia and gametocytogenesis was induced following addition of lysed RBCs. As soon as stage I gametocytes started to emerge in the culture, the culture medium was supplemented with 50 mM N-acetyl glucosamine (GlcNac) for ~5 days to kill the asexual blood stages (Fivelman et al., 2007). The gametocyte culture was then maintained in normal culture medium without GlcNac until immature (stage II–IV) or mature stage V gametocytes were harvested and enriched by Percoll gradient purification (Kariuki et al., 1998). In order to obtain activated gametocytes, Percoll-enriched mature gametocytes were incubated with 100 μM xanthurenic acid (XA) for 30 min, 1 or 6 h at room temperature (RT). Giemsa-staining of purified gametocyte smears was used to confirm purity of the samples. The human erythrocyte concentrate and serum used in this study were purchased from the Department of Transfusion Medicine (University Hospital Aachen, Germany). The University Hospital Aachen Ethics commission approved all work with human blood, the donors remained anonymous, and serum samples were pooled.

### Malstat assay

To determine the antimalarial effect of the histone deacetylase inhibitor TSA (Sigma-Aldrich), a Malstat assay was performed as described previously (Aminake et al., 2011). Synchronized ring stages of *P. falciparum* strain NF54 were plated in triplicate in 96-well plates (200 μl/well) at a parasitaemia of 1% in the presence of TSA dissolved in 0.5% vol. ethanol (5 μM to 0.06 nM). Chloroquine, dissolved in double-distilled water, served as a positive control in the experiments. Incubation of parasites with ethanol alone at a concentration of 0.5% vol. was used as negative control. Parasites were cultivated *in vitro* for 72 h, resuspended, and aliquots of 20 μl were removed and added to 100 μl of the Malstat reagent in a 96-well microtiter plate. The assessment of parasite lactate dehydrogenase (pLDH) activity was obtained by adding 20 μl of a mixture of NBT (Nitro Blue Tetrazolium) and diaphorase (1:1; 1 mg/ml stock each) to the Malstat reaction, and optical densities were measured at 630 nm. Each compound was tested four times, and the IC_50_ values were calculated from variable-slope sigmoidal dose-response curves using the GraphPad Prism program version 4.

### Gametocyte toxicity test

*P. falciparum* strain NF54 parasites were grown at high parasitaemia to induce gametocyte formation. Upon appearance of stage II gametocytes, 1 ml of culture was aliquoted in triplicate in a 24-well plate in the presence of TSA at asexual blood stage IC_50_ (29 nM) and IC_90_ (0.26 μM) concentrations. Incubation of parasites with ethanol at a concentration of 0.5% vol. and chloroquine (IC_50_), dissolved in double-distilled water, were used as negative controls. The proteasome inhibitor epoxomicin (60 nM), diluted in DMSO, served as a positive control in the experiments. The gametocytes were cultivated for 10 d with daily medium replacement. For the first 2 days of cultivation, the gametocytes were treated with the inhibitors, subsequently the medium was inhibitor-free. Every second day, Giemsa-stained blood smears were prepared and the gametocytemia was evaluated by determining the numbers of gametocytes of stages II to V in a total number of 1,000 erythrocytes in triplicate. The student's *t*-test was used to determine significant differences between TSA-treated and untreated samples.

### Macrogamete and zygote development assays

Equal volumes of mature gametocyte cultures were incubated with TSA at IC_50_ or IC_90_ concentrations or with 0.5% vol. ethanol for negative control for 1 h at 37°C. Subsequently, the cultures were activated with 100 μM XA and incubated for 30 min (macrogamete development assay) or 12 h (zygote development assay) at RT. An equal volume of each sample was then coated on Teflon slides and the cells were immunolabeled with anti-Pfs25 as described below. The numbers of Pfs25-positive macrogametes or zygotes, as distinguished by their round shapes, were counted for a total number of 1,000 erythrocytes, which were visualized by differential interference contrast in triplicate, using a Leica DMLS microscope at 1,000-fold magnification. Zygotes were distinguished from macrogametes by their larger nuclei through Hoechst nuclear stain 33342 (Molecular Probes). The student's *t*-test was used to determine significant differences between TSA-treated and untreated samples.

### Indirect immunofluorescence assay

*P. falciparum* cultures (of the wild-type NF54 strain or the PfRNF1-HA-Strep-expressing transfectant line) were air-dried on glass slides and fixed for 10 min in a methanol bath at −80°C. For membrane permeabilization and blocking of non-specific binding, fixed cells were successfully incubated in 0.01% saponin/0.5% BSA/PBS and 1% vol. neutral goat serum (Sigma-Aldrich)/PBS each for 30 min at RT. For labeling of PfHP1, the air-dried samples were fixed with 4% paraformaldehyde/PBS, pH 7.4, for 10 min at RT and subsequently treated with 0.1% vol. Triton X-100/125 mM glycine (Carl Roth)/PBS at RT for 30 min, followed by blocking of non-specific binding sites with 3% BSA/PBS for 1 h. Preparations were then incubated with the primary antibody diluted in 0.01% saponin/0.5% BSA/PBS for 1.5 h each at 37°C. Binding of primary antibody was visualized by incubating the preparations with Alexa Fluor 488-conjugated goat anti-mouse or anti-rabbit IgG secondary antibody (Molecular Probes) diluted in 0.01% saponin/0.5% BSA/PBS for 1 h at 37°C. The different parasite stages were detected by double-labeling with stage-specific antibodies, i.e., polyclonal rabbit or mouse antisera directed against PfMSP1 for the detection of asexual blood stages and Pfs230 and Pfs25 for the detection of gametocytes and activated gametocytes, respectively. This was followed by incubation with Alexa Fluor 594-conjugated goat anti-rabbit or anti-mouse IgG secondary antibodies (Molecular Probes) diluted in 0.01% saponin/0.5% BSA/PBS for 1 h at 37°C. Nuclei were highlighted by treatment with Hoechst nuclear stain 33342 for 1 min at RT and cells were mounted with anti-fading solution AF2 (Citifluor Ltd) and sealed with nail varnish. In cases where double-labeling was not employed, counterstaining of erythrocytes was performed using 0.05% Evans Blue/PBS (Sigma-Aldrich) for 1 min. Digital images were taken using a Leica AF 6000 microscope and processed using Adobe Photoshop CS software.

### Western blot analysis

Percoll-enriched immature (stages II–IV) and mature (stage V) gametocytes (of the wild-type NF54 strain or the PfRNF1-HA-Strep-expressing transfectant line) were harvested as described above and erythrocytes were lysed with 0.05% saponin/PBS followed by a washing step with PBS to remove the hemoglobin. The pellets were resuspended and sonicated in NP-40 lysis buffer (50 mM Tris HCl pH 8.0, 150 mM NaCl, 1% vol. NP-40) supplemented with a protease inhibitor cocktail (Roche Diagnostics, Germany). SDS-PAGE loading buffer was then added to the lysates, heat-denatured for 10 min at 95°C, and separated via SDS-PAGE and transferred to Hybond ECL nitrocellulose membrane (Amersham Biosciences) according to the manufacturer's protocol. Membranes were blocked for non-specific binding by incubation in Tris-buffered saline containing 5% skim milk and 1% BSA, followed by incubation with the respective rabbit or mouse antibody for 2 h at RT. After washing, the membranes were incubated with an alkaline phosphatase-conjugated anti-rabbit or anti-mouse IgG secondary antibody (Sigma-Aldrich) for 1 h at RT and developed in a solution of nitroblue tetrazolium chloride (NBT) and 5-bromo-4-chloro-3-indoxyl phosphate (BCIP; Sigma-Aldrich) for 5–30 min. Scanned blots were processed using Adobe Photoshop CS software.

### Histone hyper-acetylation assay

To investigate histone hyper-acetylation caused by TSA-treatment, hyper-acetylation assays were carried out as previously described (Andrews et al., 2012b). Percoll-enriched immature (stages II–IV) and mature (stage V) gametocytes were treated with TSA at IC_90_ concentrations or with 0.5% vol. ethanol (negative control) for 1 and 6 h at 37°C, respectively. Protein lysates were generated, employed to SDS-PAGE and histone hyper-acetylation was analyzed by WB analysis using anti-H4Kac4 and anti-H3K9ac antibodies as described above. Immunoblotting with anti-Pf39 antisera was used as loading control. Histone hyper-acetylation was quantified from three to six different experiments by measuring the band intensities via the Image J programme. When immunoblotting with anti-H4Kac4 antibody, total acetylation bands were quantified. The related band intensity was normalized to Pf39 and compared with respect to untreated samples.

### Microarray analysis

Total RNA was isolated from enriched immature (stages II–IV) and mature (stage V) gametocytes and gametocytes at 1 h post-activation following treatment with TSA at IC_90_ concentrations or with 0.5% vol. ethanol (untreated control) for 1 and 6 h, respectively, using the Trizol reagent (Invitrogen) according to the manufacturer's protocol. Quality of RNA samples were assessed using a ND-1000 (NanoDrop Technologies, Thermo Scientific) and by agarose gel electrophoresis. The microarray experiments were carried out as described previously (Kafsack et al., 2012). Briefly, synthesis of first strand amino-allyl cDNA was performed using Superscript II reverse transcriptase (Invitrogen). The amino-allyl cDNA was then cleaned and concentrated using the Zymo DNA clean and concentrator-5 column (Zymo Research) followed by coupling with Cy5 dye (GE Healthcare). The reference pool consisted of a mixture RNA from asexual blood stages and gametocytes, in which synthesis of first strand amino-allyl cDNA was performed as describe above, and coupled with the Cy3 dye. Equal amounts of Cy5-labeled samples from each treatment and the Cy3-labeled reference pool were subjected to array hybridization for 17 h at 65°C using a *P. falciparum* DNA Agilent microarray chip (Agilent Technologies AMADID #037237) containing the 5,363 coding genes (Bozdech et al., 2003). The arrays were scanned using the Agilent scanner G2600D (Agilent Technologies). Normalized intensities were extracted using the Agilent Feature Extraction Software version 11.5.1.1 and uploaded to the Princeton University Microarray Database (PUMA.princeton.edu) for analysis. After background subtraction, the log2 of the (Cy5/Cy3) intensity ratio was extracted. Raw intensity data have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE99223. Transcript abundance of treated samples were compared to that of untreated samples. For the selection of up- and down-regulated genes, a cut-off value of greater than 2-fold for at least one of the two time-points with a consistent up- or down-regulation for both time-points was chosen. A cut-off value of greater than 2-fold for both time points was considered significant. Data were analyzed using the database PlasmoDB (http://plasmodb.org/plasmo; Aurrecoechea et al., 2009) and Microsoft Excel 2010.

### Real-time RT-PCR

To validate the microarray data, total RNA was isolated from enriched immature (stages II–IV) and mature (stage V) gametocytes following treatment with TSA at IC_90_ concentration or with 0.5% vol. ethanol (untreated control) for 1 h as described above. One microgram of each total RNA sample was used for cDNA synthesis using the SuperScript III First-Strand Synthesis System (Invitrogen), following the manufacturer's instructions. The synthesized cDNA was first tested by diagnostic PCR for asexual blood stage contamination using primers specific for the gene encoding the apical membrane antigen AMA-1 (Peterson et al., 1989; Narum and Thomas, 1994) and for gametocyte-specificity using primers specific for the gene encoding the LCCL-domain protein PfCCp2 (Pradel et al., 2004; Ngwa et al., 2013). Controls without reverse transcriptase were also used to investigate potential genomic DNA (gDNA) contamination by using *pfccp2* primers (for primer sequences, see Table S1). Primers for quantitative real time RT-PCR to confirm the up-regulation of selected genes as identified by microarray analysis were designed using the Primer 3 software (http://frodo.wi.mit.edu/primer3/) and tested on gDNA in conventional PCR to confirm primer specificity (for primer sequences, see Table S1). Real time RT-PCR measurements were performed using the Bio-Rad iQ5 Real-Time Detection System. Reactions were performed in triplicate in a total volume of 20 μl using the maxima SyBR green qPCR master mix according to manufacturer's instructions (Thermo Scientific, Germany). Controls without template and without reverse transcriptase were included in all real time RT-PCR experiments. Transcript expression levels were calculated by the 2^−ΔCt^ method (Livak and Schmittgen, 2001) using the endogenous control gene encoding the *P. falciparum* seryl tRNA-ligase (PF3D7_0717700) as reference (Salanti et al., 2003), which was confirmed not to be affected in its transcript levels by TSA-treatment.

### Chromatin immunoprecipitation-quantitative PCR

To provide evidence for a link between gene expression and histone acetylation for selected genes identified by microarray analysis, ChIP assays combined with subsequent-quantitative PCR (ChIP-qPCR) were carried as previously described (Flueck et al., 2009). Mature (stage V) gametocytes were enriched by Percoll gradient purification, treated with either 0.5% vol. ethanol (untreated) or TSA at IC_90_ concentrations for 6 h (TSA-treated) and then resuspended in RPMI 1640 medium containing human erythrocyte concentrate at 5% haematocrit. Crosslinking of gametocyte chromatin was triggered by incubation of the cultures with 1% formaldehyde (Sigma-Aldrich) for 10 min at 37°C and a termination of the reaction by addition of 0.125 M glycine diluted in doubled-distilled water. The RBCs were then lysed using 0.15% saponin/PBS and crosslinked nuclei harvested and separated from cytoplasmic proteins by the use of a 0.25 M cytoplasmic lysis buffer (20 nM Hepes, 10 mM KCl, 1 mM EDTA, 1 mM EGTA, 0.65% NP-40, 1 mM DTT, 1x protease inhibitor cocktail). The nuclei of 10^8^ mature gametocytes were then pooled and the nuclei were sheared by sonication with UPH50 (Hielscher) on ice for 40 intervals with each interval composed of 10 s sonication and 50 s resting cycles to gain fragment sizes <500 bp. A total amount of 400–450 ng chromatin was incubated under rotation with 1 μg antibody (anti-H3K9ac, anti-H4Kac4, anti-PfHP1, and rabbit IgG antibody for negative control) overnight at 4°C in the presence of 20 μl of protein A- and G-coated magnetic beads (Diagenode). After six washing steps the immunoprecipitated chromatin was eluted by adding 1% SDS and 0.1 M NaHCO_3_ as DNA elution buffer and decrosslinked at 65°C overnight. DNA purification was carried out using the PCR and Gel Clean Up Kit (Macherey-Nagel). Primers for qPCR for selected genes as identified by microarrays were designed using Primer 3 software and tested on *P. falciparum* gDNA in conventional PCR to confirm primer specificity (for primer sequences, see Table S1). Quantitative PCR measurements were performed as described above. The amount of recovered target DNA gained from untreated and TSA-treated gametocyte samples was compared to associated input DNA sample (1:10) and depicted as percentage of input for each chosen gene.

### Recombinant protein expression and production of mouse antisera

A recombinant peptide, corresponding to the N-terminal region of PfRNF1 (Figure S1A), was expressed as a maltose-binding protein-tagged fusion protein using the pMAL™c5X-vector (New England Biolabs). DNA was amplified by PCR using gene-specific primers (for primer sequences, see Table S1). Recombinant protein was expressed in *E. coli* BL21(DE3)RIL cells according to the manufacturer's protocol (Invitrogen) and isolated and affinity-purified using amylose resin according to the manufacturer's protocol (New England Biolabs). Polyclonal antisera were generated by immunization of 6-weeks old female NMRI mice (Charles River Laboratories) with subcutaneous injections of 100 μg recombinant protein emulsified in Freund's incomplete adjuvant (Sigma-Aldrich) followed by a boost after 4 weeks. Mice were anesthetized at day 10 after the boost by intraperitoneal injection of a mixture of ketamine and xylazine according to the manufacturer's protocol (Sigma-Aldrich), and immune sera were collected via heart puncture. The immune sera of three mice immunized were pooled; sera of three non-immunized mice (NMS) were used as negative control. Experiments in mice were approved by the animal welfare committee of the District Council of Cologne, Germany (ref. no. 84-02.05.30.12.097 TVA).

### Generation of a PfRNF1-HA-strep-tagged parasite line

To tag PfRNF1 with hemagglutinin (HA)-streptavidin (Strep) at the C-terminus, a 1,230 bp homologous gene fragment was amplified from *P. falciparum* NF54 gDNA using gene-specific primers (for primer sequences, see Table S1). Cloning was done using the pHAST vector (kindly provided by Alex Maier, ANU Canberra; Rug and Maier, 2013) with the help of the SacII/XhoI restriction sites. A *P. falciparum* strain NF54 culture with 5% ring stages was loaded with 100 μg of the pHAST-PfRNF1 construct in transfection buffer via electroporation (parameters: 310 V 950 μF, 13 ms; Bio-Rad gene-pulser) as described (Wirth et al., 2014). WR99210 was added to a final concentration of 2.5 nM, starting at 4 h after transfection. WR99210-resistant parasites appeared after 4 weeks. After 60–90 days of drug pressure, the respective cultures were investigated for plasmid-integration by diagnostic PCR. The gDNA of the transfected parasites was isolated using the NucleoSpin Blood Kit (Macherey-Nagel) according to the manufacturer's protocol and used as template in the diagnostic PCR to test for vector integration (for primer sequences, see Table S1; for primer location, see Figures S1B,C). Once integration was confirmed, a clonal dilution was carried out to select for single PfRNF1-HA-Strep-tagged parasite clones and one clone was used for characterization.

### Determination of protein expression of PfRNF1 following TSA-treatment

To determine if the up-regulation of PfRNF1 transcript expression following TSA-treatment corroborates with the up-regulation of protein expression, purified mature gametocytes of the *P. falciparum* wild-type NF54 strain or the PfRNF1-HA-Strep-expressing transfectant line were splitted in two equal volumes and each was pipetted into a pre-warmed 96-well plate. One part of the culture was treated with TSA at IC_90_ concentrations and the other part was treated with 0.5% vol. ethanol (untreated control). The samples were incubated for 24 h at 37°C in an atmosphere of 5% O_2_, 5% CO_2_, and 90% N_2_. Protein lysates were generated, separated via SDS-PAGE and protein levels were analyzed by WB analysis using anti-PfRNF1 antisera or anti-HA antibody as described above. Anti-Pf39 antisera was used as loading control. PfRNF1 levels were quantified for untreated and TSA-treated samples from six (for the wild-type) and two (for the transfectant) different experiments by measuring the band intensities by Image J. The related band intensities were normalized to Pf39 and compared with respect to untreated samples.

### Parasite sub-cellular fractionation

Nuclear and cytosolic fractions of *P. falciparum* strain NF54 parasites were prepared as previously described (Voss et al., 2002). Enriched immature (stages II–IV) gametocytes were treated with 0.1% saponin in PBS to lyse RBCs and washed twice with PBS. The parasite pellet was then resuspended in cold lysis buffer (20 mM Hepes, pH 7.8, 10 mM KCl, 1 mM EDTA, 1 mM DTT, 1 mM PMSF, 1% Triton X100) and incubated for 5 min on ice. The nuclei were pelleted at 2,500 g for 5 min at 4°C and the supernatant containing the cytoplasmic proteins was collected. The nuclear pellet was washed three times with lysis buffer and resuspended in twice the pellet volume of the extraction buffer (20 mM Hepes, pH 7.8, 800 mM KCl, 1 mM EDTA, 1 mM DTT, 1 mM PMSF, 1x protease inhibitor cocktail). Following incubation under rotation for 30 min at 4°C, the extract was cleared by centrifugation at 13,000 g for 30 min and 4°C. The supernatant containing the nuclear fraction was then diluted with 1 volume of dilution buffer (20 mM Hepes, pH 7.8, 1 mM EDTA, 1 mM DTT, 30% vol. glycerol). The nuclear and cytoplasmic fractions were subjected to WB using anti-PfRNF1 antisera as described above.

## Results

### TSA-treatment affects *P. falciparum* blood and sexual stage development

The effect of TSA on the blood and sexual stages of *P. falciparum* was tested *in vitro*. Malstat assays, which measure the pLDH activities demonstrated that TSA-treatment inhibited blood stage replication with a mean IC_50_ value of 29 nM and an estimated IC_90_ of 0.26 μM. Chloroquine-treatment was used for positive control in the assay and resulted in parasite growth inhibition with a mean IC_50_ value of 16 nM (Table 1).

**Table 1:** Antimalarial activities of TSA against the *P. falciparum* blood and microgamete stages.

**Assay**	**Inhibitor**	**IC_50_**	**IC_90_**
Malstat assay	TSA	29 ± 3.0 *nM*	0.26 μM
	Chloroquine	16 ± 6.0 *nM*	N/A
Exflagellation assay^a^	TSA	0.22 ± 0.040 *mM*	N/A

N/A, Not applicable;

a *published in Trenholme et al. (2014)*.

We next tested the effect of TSA on gametocyte development. In this regard a culture of mainly stage II gametocytes was grown in 24-well plates in triplicate in the presence of TSA at IC_50_ and IC_90_ concentrations (as determined by Malstat assay) or in the presence of 0.5% vol. ethanol (untreated control) for 48 h. The parasites were subsequently cultured for another 8 days without inhibitor. The gametocytemia was determined every 2 days via Giemsa-stained blood smears. We showed that the numbers of stage IV and V gametocytes formed on day 10 were 43% less when the stage II gametocytes were treated with TSA at IC_50_ concentrations and 67% less when treated with IC_90_ concentrations as compared to controls (0.5% vol. ethanol and 16 nM of chloroquine) (Figure 1A). Treatment of stage II gametocytes with 60 nM epoxomicin as positive control resulted in complete elimination of stage IV and V gametocytes on day 10 (data not shown). We also investigated in detail the differentiation of gametocytes from stage II to stage V during incubation with TSA. TSA-treatment particularly affected gametocytes of stages II and III, but did not result in any delay of gametocyte maturation compared to the controls (Figure S2).

**Figure 1:**
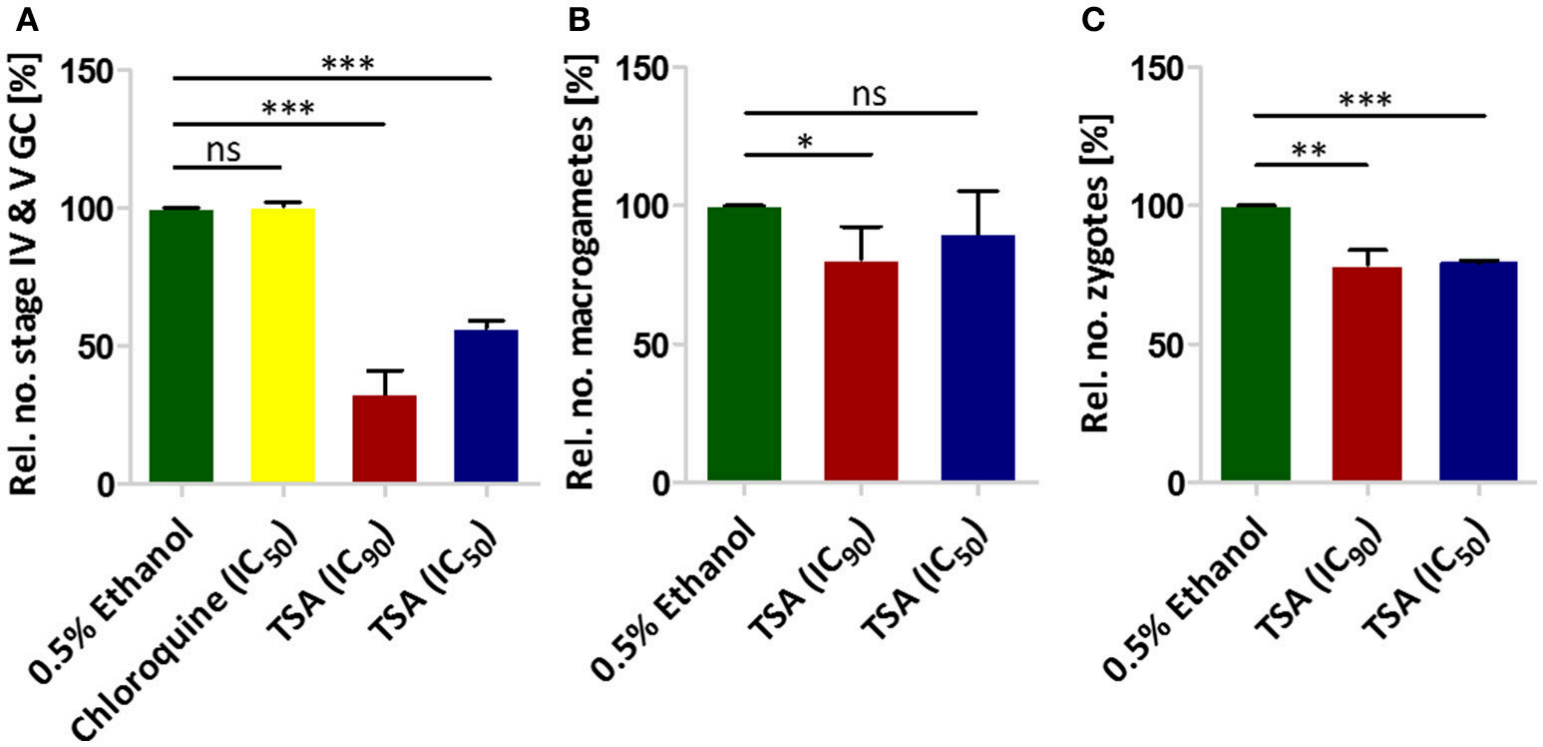
The effect of TSA on *P. falciparum* sexual stage development. **(A)** The effect of TSA on gametocyte development. TSA at IC_50_ or IC_90_ concentrations was added to stage II gametocyte cultures for 2 days. The numbers of stage IV and V gametocytes were determined in 1,000 erythrocytes at day 10 using Giemsa-stained blood smears. Epoxomicin (60 nM) was used as a positive control (not shown), while 0.5% vol. ethanol and chloroquine (16 nM) were used as negative controls (ethanol set to 100%). **(B)** The effect of TSA on macrogamete development. A mature gametocyte culture was incubated with TSA at IC_50_ or IC_90_ concentrations or 0.5% vol. ethanol for 1 h at 37°C. The culture was then activated with 100 μM XA and further cultured for 30 min at RT for macrogamete development. Macrogametes were detected by immunolabelling with anti-Pfs25 and counted in triplicate in 1,000 erythrocytes. **(C)** Effect of TSA on zygote development. The zygote development assay was performed in the same way as the macrogamete development except for the fact that after activation the cultures were incubated for 12 h at RT. Results shown (for **A–C**) are combined from three independent experiments each performed in triplicate (mean ± SD). ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001; ns, not significant; Student's *t-*test.

The effect of TSA on male gamete formation (termed exflagellation) has already been demonstrated for *P. falciparum* (Trenholme et al., 2014). The impairment of exflagellation by TSA is minor with IC_50_ values of 0.22 ± 0.04 mM (Table 1). To determine if TSA-treatment affects the formation of female macrogametes and zygotes, gametocyte cultures were incubated with TSA at IC_50_ and IC_90_ concentrations or with 0.5% vol. ethanol (untreated control) for 1 h at 37°C. The cultures were activated with 100 μM XA and further cultured for 30 min and 12 h to detect macrogametes and zygotes, respectively. Both stages were immunolabeled with anti-Pfs25 antibodies and counted for a total of 1,000 erythrocytes in triplicate. Comparative analyses demonstrated a slight reduction of macrogamete numbers, when these were treated with TSA at IC_90_ concentration, while the numbers of zygotes decreased by 21 and 24%, when treated with TSA at IC_50_ and IC_90_ concentrations, respectively (Figures 1B,C).

### Treatment of gametocytes with TSA causes histone hyper-acetylation

To assess the extent of histone acetylation during *P. falciparum* gametocyte development, two commercially available histone acetylation antibodies (anti-H3K9ac and anti-H4Kac4) were used to detect histone acetylation in gametocytes by IFA. Histone acetylation was detected throughout the nuclei of gametocyte stages II-V highlighted by Hoechst staining and immunolabeling of Pfs230, respectively (Figures 2A,B). WB analysis using the histone acetylation antibodies detected protein bands migrating at molecular weights of 15 kDa (for anti-H3K9ac) and of 11 and 13 kDa (for anti-H4Kac4). These molecular weights are in accord with the expected molecular weights of 15.4 kDa for histone H3 and 11.5 kDa for histone H4. The second protein band detected by the anti-H4Kac4 antibody might represent H2B, which has an expected molecular weight of 13.1 kDa, since the antibody also recognizes this acetylated histone as indicated in the manufacturer's material data sheet. The intensities of the protein bands increased, when the gametocytes were treated with TSA at IC_90_ concentrations, demonstrating hyper-acetylation of the histones following TSA treatment (Figures 2C,D). Quantitative WB analysis, measuring the protein band intensity of total acetylated histones showed a significant increase in their acetylation levels, when the immature and mature gametocytes were treated with TSA (Figures 2E,F).

**Figure 2:**
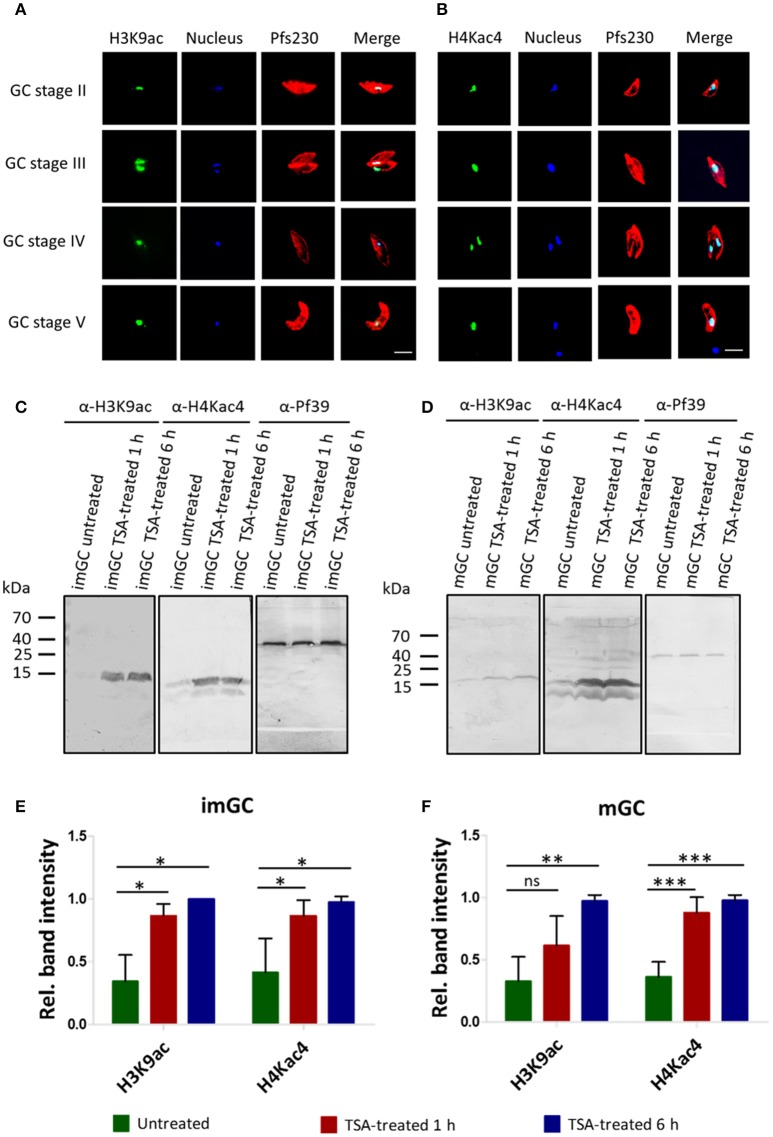
Histone acetylation and hyper-acetylation following treatment of gametocytes with TSA. **(A,B)** Presence of acetylated histones in gametocytes. Acetylated histones were detected in the different gametocyte stages (GC stage II-V) via immunolabeling using rabbit anti-H3K9ac **(A)** and anti-H4Kac4 **(B)** antibodies (green). Gametocytes were highlighted with mouse antibodies against the gametocyte marker Pfs230 (red). Nuclei were highlighted by Hoechst nuclear stain 33342 (blue). Bar, 5 μm. **(C,D)** Histone hyper-acetylation following gametocyte treatment with TSA. Protein lysates from immature gametocytes (imGC) **(C)** and mature gametocytes (mGC) **(D)** following treatment with TSA at IC_90_ concentrations or with 0.5% vol. ethanol (untreated control) for 1 and 6 h at 37°C were subjected to WB analysis using anti-H3K9ac and anti-H4Kac4 antibodies. Results shown (for **A–D**) are representative for three to six independent experiments. **(E,F)** Quantification of histone hyper-acetylation following gametocyte treatment with TSA. Lysates of imGC **(E)** and mGC **(F)** were subjected to immunoblotting as described above and histone acetylation was quantified between TSA-treated and untreated samples by measuring the band intensities via Image J for three or more different experiments; the values were normalized with the band intensities of Pf39 used as loading control (set to 1). Since the anti-H4Kac4 detected two bands in both imGC and mGC indicating that the antibody could also detect other acetylated histones, we quantified the total histone acetylation levels from both bands. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001; ns, not significant, Student's *t-*test. According the manufacturer's material data sheet the rabbit anti-H4Kac4 antibody can cross-react with other acetylated histones like H2B.

### TSA-treatment results in the deregulation of genes during gametocyte development

We next aimed to identify genes deregulated following treatment of gametocytes with TSA. Immature, mature and activated gametocytes were treated with TSA for 1 or 6 h, total RNA was isolated, and the RNA of untreated cultures was used for comparative controls. 

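Transcripts were measured on 12 two-colour Agilent oligo arrays, 1 for each combination of stage (immature, mature and activated gametocytes), treatment (untreated, or TSA at 0.26 µM) and time (1 h or 6 h). Cultures treated alike were pooled before RNA extraction, so no condition has a replicate, and the number of arrays limits the precision of every value. Each array carried the gametocyte sample in Cy5 and a common reference pool of asexual and gametocyte RNA in Cy3. The authors extracted the signals with Agilent Feature Extraction 11.5.1.1, which subtracts the background and normalizes the dyes on each array. From these processed intensities, the log2 of Cy5 over Cy3 was taken for each spot, control spots and spots marked as outliers were left out, and the remaining spots were averaged per probe and then per gene. Of 5440 genes with a probe, 5437 were used, with a median of 2 probes per gene. The Cy5 signal was well above background at 97.8 to 100.0% of the spots of an array (median 99.6%), and the median Cy5 signal of an array lay between 1466 and 1864. Outlier marks removed 299 to 1728 spots of an array, and a spot removed on 1 array of a pair was removed on the other array of that pair too. The change with TSA is the TSA log2 ratio minus the untreated log2 ratio of the same stage and time, which gives 6 pairs of arrays. A gene passed the 2-fold rule of the paper in a stage when it was more than 2-fold changed at 1 or both times and changed the same way at the other. That rule has no p-value. For a test, limma compared TSA with untreated arrays within the pairs, so that differences between stages and times count as error, and genes with an adjusted p under 0.05 are said below to have risen or fallen.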

Beforehand, the purity of the cell samples was confirmed via Giemsa smears (Figure S3A). Following cDNA synthesis, the samples were applied to a *P. falciparum* DNA Agilent microarray chip containing DNA spots corresponding to the 5,363 coding genes of nucleus, mitochondrion and apicoplast (Bozdech et al., 2003; Kafsack et al., 2012) (Table S2). Genes with transcript levels greater (i.e., up-regulated genes) or lower (i.e., down-regulated) than 2-fold compared to the untreated control (0.5% vol. ethanol) for at least one of the two time-points combined with a consistent up- or down-regulation for both time-points were used for further analysis. Changes in transcript levels greater than 2-fold for both time points compared to the control were considered significant.

In immature and mature gametocytes a total of 219 and 214 genes, respectively, were identified by comparative transcript analysis that were more than 2-fold up-regulated in their expression levels, when these stages were treated with TSA. 

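In immature gametocytes 214 of 5234 measured genes, and in mature gametocytes 205 of 5128, were more than 2-fold higher with TSA at 1 or both times and higher at the other. In immature gametocytes PF3D7_0620300, a conserved gene of unknown function, was 4.86-fold higher at 1 h and 4.13-fold higher at 6 h. PF3D7_1478800, which encodes an exported protein, was 3.97-fold higher at 1 h and 4.53-fold higher at 6 h. In mature gametocytes PF3D7_1147000, which encodes the sporozoite protein SLARP that liver stages need, was 4.52-fold higher at 1 h and 3.88-fold higher at 6 h. In the same stage the exported protein gene PF3D7_1038600 was 4.15-fold higher at 1 h and 3.59-fold higher at 6 h. Averaged over the 6 pairs in limma, PF3D7_0620300 rose by 1.33 on the log2 scale (standard error 0.26, adjusted p = 0.00976), PF3D7_1478800 rose by 1.47 on the log2 scale (standard error 0.22, adjusted p = 0.00610) and PF3D7_1038600 rose by 1.28 on the log2 scale (standard error 0.19, adjusted p = 0.00610). Each of these genes was higher in 6 of 6 pairs. Of 5381 genes tested this way, 671 rose and 780 fell. Fitted per stage over 5281 genes, 452 rose and 448 fell in immature gametocytes, and 377 rose and 434 fell in mature gametocytes. This fit used a spread shared by all stages, with 1 h and 6 h standing in as repeats of a stage. The average counts were 380 and 257 without the immature 1 h pair, 390 and 336 without the immature 6 h pair, 443 and 301 without the mature 1 h pair, 392 and 315 without the mature 6 h pair, and 319 and 232 with stage and time as additive terms in place of the pairs, while without the activated 6 h pair the genes that fell numbered 428. The stage counts were lower, both up and down, whenever a pair of the same stage was left out. Such a fit keeps 1 pair for that stage and takes its spread from the other stages alone, so its counts are not read as results for that stage.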

The up-regulations for 120 and 76 of these transcripts, respectively, were considered significant. Accordingly, transcripts of 90 and 66 genes were more than 2-fold down-regulated in TSA-treated immature and mature gametocytes with a significant down-regulation being observed for 8 and 11 genes, respectively. 

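Among the up-regulated genes 107 in immature and 69 in mature gametocytes were more than 2-fold higher at both times. PF3D7_1364900, which encodes the heme synthesis enzyme ferrochelatase, was 2.19-fold higher at 1 h and 2.38-fold higher at 6 h in immature gametocytes and 2.06-fold higher at 1 h and 2.23-fold higher at 6 h in mature gametocytes. PF3D7_1427600, which encodes a putative CorA-like magnesium transporter, was 3.15-fold higher at 1 h and 2.92-fold higher at 6 h in immature gametocytes, and 2.65-fold higher at 1 h and 2.89-fold higher at 6 h in mature gametocytes. Over the 6 pairs ferrochelatase rose by 0.97 on the log2 scale (standard error 0.11, adjusted p = 0.00501) and the transporter rose by 1.21 on the log2 scale (standard error 0.17, adjusted p = 0.00560). Of the up-regulated genes, 146 in immature gametocytes passed 2-fold at 1 h and 175 at 6 h, against 82 and 192 in mature gametocytes. The rule was also applied to the change from 1 h to 6 h within the untreated and within the TSA arrays. That change includes real change with time and any difference in the make-up of the samples taken at 1 h and 6 h. It gave 108 genes higher and 103 lower in immature gametocytes, and 55 higher and 148 lower in mature gametocytes. In 13 genes of immature and 20 genes of mature gametocytes the TSA change was more than 2-fold at 1 or both times with opposite directions at 1 h and 6 h. After another background correction and normalization (normexp and loess), 65 genes were more than 2-fold higher at both times in immature gametocytes.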

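With TSA 83 genes were more than 2-fold lower at 1 or both times, and lower at the other, in immature gametocytes and 61 in mature gametocytes, of which 7 and 8 were more than 2-fold lower at both times. In immature gametocytes PF3D7_0509000, which encodes a SNAP protein of vesicle fusion, was 0.398-fold of its untreated level at 1 h and 0.386-fold at 6 h. PF3D7_1421200, which encodes the 40S ribosomal protein S25, was 0.476-fold at 1 h and 0.468-fold at 6 h. The dynein light chain gene PF3D7_1357300 stood at 0.436-fold at 1 h and 0.475-fold at 6 h in the same stage. In mature gametocytes PF3D7_0918600, a putative DNA helicase gene, was 0.471-fold of the untreated level at 1 h and 0.345-fold at 6 h, PF3D7_1103700, which encodes the beta chain of casein kinase II, was 0.470-fold at 1 h and 0.369-fold at 6 h. PF3D7_1350200, which encodes the small nuclear ribonucleoprotein E, was 0.452-fold at 1 h and 0.390-fold at 6 h. Averaged over the pairs in limma, PF3D7_0509000 fell by 0.90 on the log2 scale (standard error 0.17, adjusted p = 0.00870), the helicase fell by 0.77 on the log2 scale (standard error 0.16, adjusted p = 0.0117) and the kinase chain fell by 0.72 on the log2 scale (standard error 0.16, adjusted p = 0.0154). These genes were lower in 6 of 6 pairs. With normexp and loess the genes lower at both times numbered 2 in immature and 5 in mature gametocytes, and from the deposited table of ratios they numbered 5 in mature gametocytes. With a fold of 1.9 as the threshold, 129 genes were lower in immature gametocytes and 15 were lower at both times in mature gametocytes.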

In activated gametocytes, which were less sensitive to TSA-treatment, the transcript levels of 48 genes were non-significantly increased and were decreased for 7 genes (Figure 3A, Table S3). 

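In activated gametocytes 47 of 5162 genes passed the 2-fold rule upward and 4 passed it downward, none of them past 2-fold at both times. Among the higher genes, PF3D7_0620200 of unknown function was 1.48-fold higher at 1 h and 3.72-fold higher at 6 h, the exported protein gene PF3D7_0113300 was 1.21-fold higher at 1 h and 3.33-fold higher at 6 h and PF3D7_0822700 of unknown function was 1.69-fold higher at 1 h and 3.59-fold higher at 6 h. The 4 lower genes were PF3D7_0412200 of unknown function, at 0.946-fold of its untreated level at 1 h and 0.413-fold at 6 h, PF3D7_1454100, which encodes a putative tRNA intron endonuclease, at 0.894-fold at 1 h and 0.468-fold at 6 h, PF3D7_1138200, which encodes a conserved membrane protein, at 0.939-fold at 1 h and 0.476-fold at 6 h, and an apicoplast tRNA at 0.497-fold at 6 h. Over all 6 pairs PF3D7_0620200 rose by 1.61 on the log2 scale (standard error 0.18, adjusted p = 0.00501), PF3D7_0113300 rose by 1.66 on the log2 scale (standard error 0.22, adjusted p = 0.00552) and PF3D7_1454100 fell by 0.56 on the log2 scale (standard error 0.11, adjusted p = 0.0107). PF3D7_0412200 fell by 0.68 on the log2 scale (standard error 0.16, adjusted p = 0.0179), a call not passed without the mature 1 h pair (adjusted p = 0.0513), and PF3D7_1138200 had an average log2 change of -0.40 (standard error 0.14, adjusted p = 0.0601), which passed with normexp and loess (adjusted p = 0.0304) and without the mature 6 h or the activated 1 h pair (adjusted p = 0.0402 and 0.0424). In the fit per stage, limma called 0 genes for activated gametocytes, with 403 at an unadjusted p under 0.05 and a smallest adjusted p of 0.586. The difference between the TSA effect in activated gametocytes and the mean of the other stages was called for 0 genes, with 694 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0916. Applied to the change from 1 h to 6 h in activated gametocytes, the rule gave 177 genes higher and 43 lower, and in 15 genes the TSA change was more than 2-fold at 1 or both times with opposite directions. With normexp and loess 28 genes passed the rule upward, and 26 when at least 1.2-fold was asked at the other time. Those that passed it downward were 7 from the deposited table of ratios, 7 at a fold of 1.9, 7 when a spot was left out only on the array that marks it (chosen after the data were seen), 2 after quantile normalization and 0 when at least 1.2-fold was asked at the other time.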

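The up-regulated genes of immature gametocytes had a mean fold of 2.34 at 1 h (SD over genes 0.947) and 2.67 at 6 h (SD 1.21). Those of mature gametocytes had a mean fold of 2.06 at 1 h (SD 0.989) and 3.20 at 6 h (SD 1.78), and those of activated gametocytes 1.27 at 1 h (SD 0.208) and 2.42 at 6 h (SD 0.472). The down-regulated genes averaged 0.673-fold at 1 h and 0.512-fold at 6 h in immature gametocytes, 0.626-fold and 0.457-fold in mature gametocytes, and 0.929-fold and 0.463-fold in activated gametocytes. The lowest of the down-regulated genes in mature gametocytes was PF3D7_0529500, a putative cell cycle regulator gene at 0.312-fold at 6 h and 0.448-fold at 1 h, which fell by 0.93 on the log2 scale (standard error 0.17, adjusted p = 0.00932) over the 6 pairs. The highest in activated gametocytes at 1 h was the rifin gene PF3D7_1000500 at 2.05-fold, with 1.01-fold at 6 h, chosen after its values were seen. Limma called 0 of 5348 genes for a difference in the TSA effect between 6 h and 1 h, with 142 at an unadjusted p under 0.05 and a smallest adjusted p of 0.206. From the deposited table of ratios the mean of the down-regulated genes in activated gametocytes at 1 h was 0.724-fold.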

The average up-regulation values for immature, mature and activated gametocytes were in the range of 1.3 to 3.2-fold absolute changes (immature: 1 h, 2.32; 6 h, 2.58: mature: 1 h, 2.03; 6 h, 3.16; activated: 1 h, 1,31; 6 h, 2.36), and the down-regulation values ranged between 0.7 and 0.5-fold absolute changes (immature: 1 h, 0.70; 6 h, 0.49; mature: 1 h, 0.62; 6 h, 0.47; activated: 1 h, 0.72; 6 h, 0.51) (Figure 3B). A total of 29 genes that were up-regulated in their transcript levels were shared by immature, mature and activated gametocytes, but none of the down-regulated genes were shared by the three gametocyte stages (Figure 3C).

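Up-regulated in all 3 stages were 31 genes, and 0 genes were down-regulated in all 3. Of these 31 genes 23 have no known function, among them 6 of exported proteins. The others include MSRP4 (PF3D7_1334400), SURFIN4.2 (PF3D7_0424400), the ookinete protein CTRP (PF3D7_0315200) and PF3D7_0404100, which encodes a transcription factor with an AP2 domain. PF3D7_0404100 was 3.41-fold higher at 1 h and 2.39-fold higher at 6 h in mature gametocytes and 1.46-fold higher at 1 h and 2.49-fold higher at 6 h in activated gametocytes. It rose by 1.14 on the log2 scale (standard error 0.16, adjusted p = 0.00582) on average. PF3D7_0814500 of unknown function was 2.22-fold higher at 1 h and 2.86-fold higher at 6 h in immature gametocytes and 1.53-fold higher at 1 h and 2.66-fold higher at 6 h in activated gametocytes. It rose by 1.15 on the log2 scale (standard error 0.11, adjusted p = 0.00501). All 31 genes passed the average test, and in activated gametocytes all 31 were past 2-fold at 6 h and not at 1 h. Immature and mature gametocytes shared 133 up-regulated and 11 down-regulated genes, and no gene was up-regulated in 1 stage and down-regulated in another. Among the 4935 genes measured in every stage, immature and mature gametocytes shared 131 up-regulated genes against 8.26 expected by chance, and 10 down-regulated genes against 0.849. Across genes, which are not independent replicates, the mean change in immature gametocytes correlated with that in mature gametocytes at r = 0.77 (rho = 0.71) and with that in activated gametocytes at r = 0.62 (rho = 0.58), and mature with activated gametocytes at r = 0.61 (rho = 0.54). The genes up-regulated in all 3 stages numbered 18 with normexp and loess and 17 when at least 1.2-fold was asked at the other time. With Cy5 and Cy3 well above background on every array of the stage, 1 gene was down-regulated in all 3 stages, and at a fold of 1.9 immature and mature gametocytes shared 19 down-regulated genes.

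**Figure D1:**
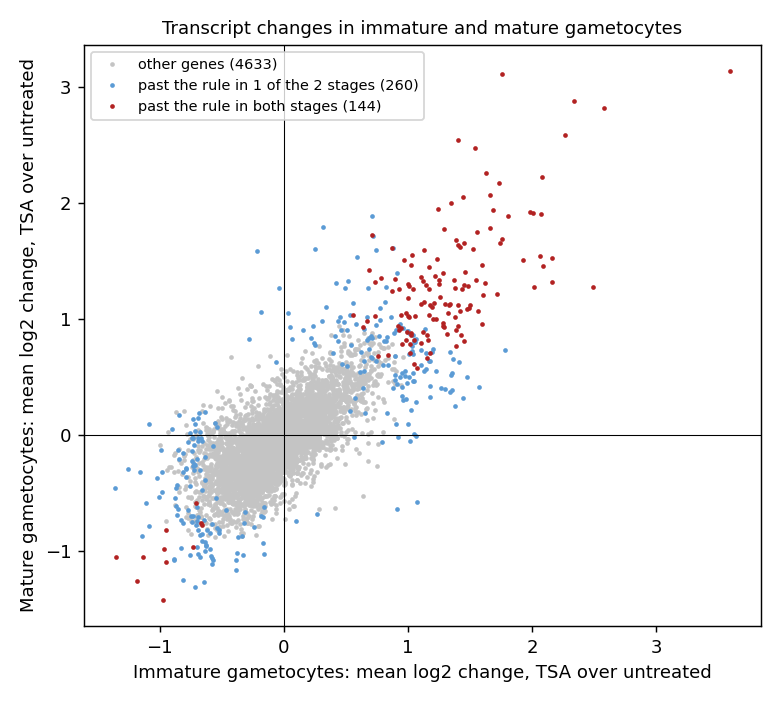
Mean log2 change with TSA over 1 h and 6 h in immature gametocytes (x axis) and mature gametocytes (y axis), 1 point per gene with values in both stages. Among the genes drawn, all of which counted for the rule in both stages, colours mark the 144 past it in both and the 260 past it in 1 of them. These lie along a common diagonal (r = 0.77 over all genes).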

**Figure 3:**
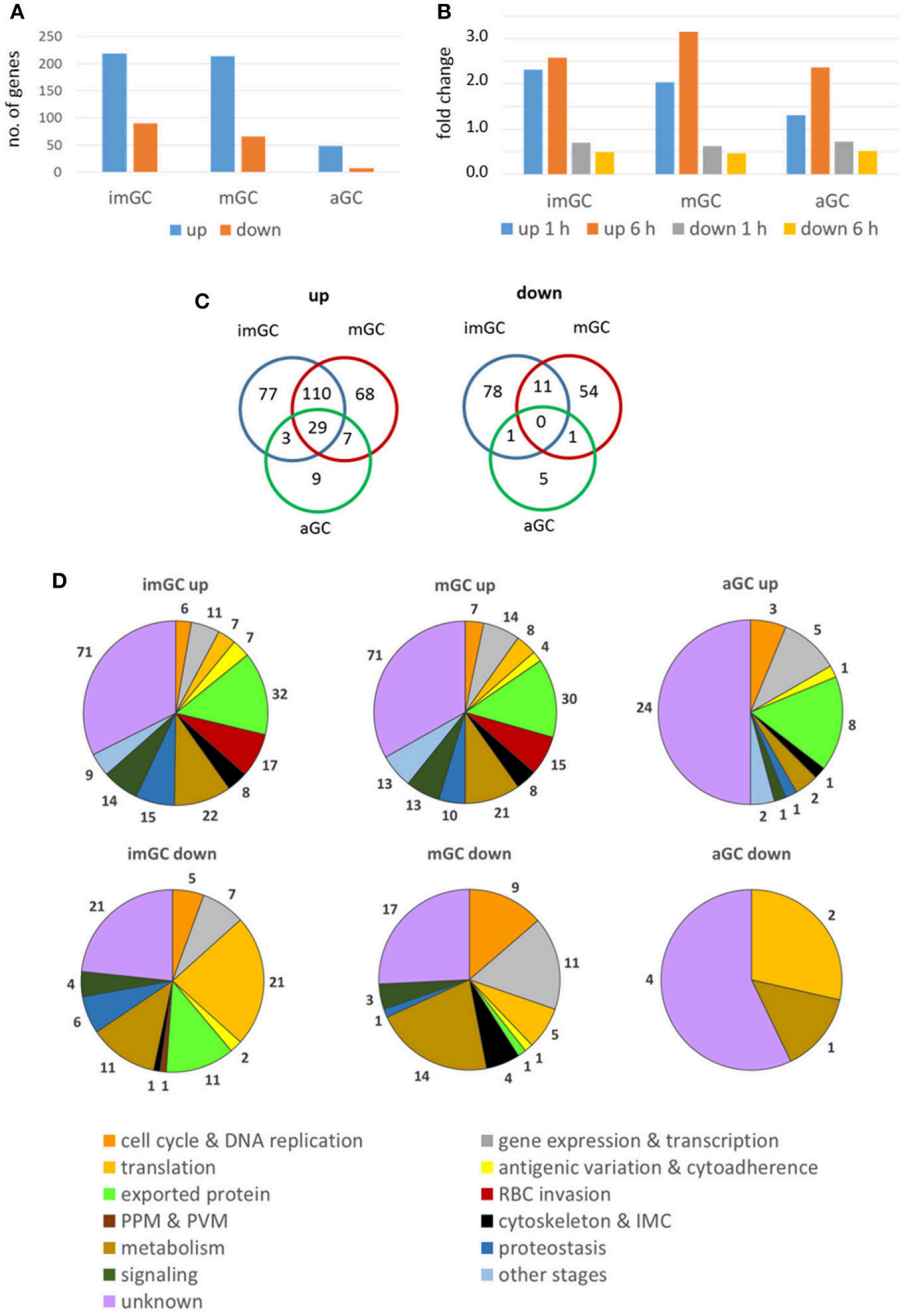
Deregulation of gene expression following treatment of gametocytes with TSA. Immature (imGC) and mature (mGC) gametocytes as well as gametocytes at 1 h post-activation (aGC) were treated with TSA at IC_90_ concentrations or with 0.5% vol. ethanol (untreated control) for 1 and 6 h, total RNA was isolated and cDNA synthesized to be employed in microarray assays. Genes with a relative expression levels greater than 2-fold for at least one of the two time-points combined with a consistent up- or down-regulation for both time-points were used for further analysis. **(A,B)** Bar charts showing total up- and down-regulated genes in imGC, mGC and aGC **(A)**, and mean fold change of deregulated genes in imGC, mGC, and aGC **(B)** at 1 or 6 h following TSA-treatment. **(C)** Venn diagram showing the overlap among deregulated genes in imGC, mGC, and aGC after TSA-treatment. **(D)** Pie chart showing the detailed number of deregulated genes in the different gametocyte samples based on the predicted function following TSA-treatment.

For each of the identified genes, the microarray-based transcript data were compared with the transcriptomics data published in the database PlasmoDB. The comparison revealed that roughly 23 and 22% of the genes transcriptionally up-regulated in immature and mature gametocytes following TSA-treatment, respectively, have their peak expression in mature stage V gametocytes and in ookinetes (Figure S4; Table S3). 

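The peak stages below are those the paper assigns in Table S3, counted over the genes that passed the 2-fold rule here and are listed there. Of 203 genes up-regulated in immature gametocytes, 48 have their peak in stage V gametocytes (23.6%) and 47 in ookinetes (23.2%). A further 38 peak in rings (18.7%) and 29 in schizonts (14.3%), which are asexual blood stages. Of 197 genes up-regulated in mature gametocytes, 57 peak in ookinetes (28.9%), 44 in stage V gametocytes (22.3%), 30 in rings (15.2%) and 27 in schizonts (13.7%). Late trophozoites hold the peak of 13 genes in the immature set (6.40%) and of 14 in the mature set (7.11%).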

Genes down-regulated in immature gametocytes following TSA-treatment were mainly expressed in gametocytes of stages II and V (25 and 23%, respectively), while for the mature gametocytes 58% of down-regulated genes showed their peak expression in gametocytes of stage V. In activated gametocytes, 42% of genes up-regulated after treatment with TSA were highly expressed in ookinetes, whereas all of the down-regulated genes exhibited peak expression profiles in gametocytes of stage V (Figure S4; Table S3).

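Of 68 genes down-regulated in immature gametocytes here and in Table S3, 18 peak in stage II gametocytes (26.5%), 12 in stage V gametocytes (17.6%) and 11 in early trophozoites (16.2%), by the annotation of the paper. Of 56 genes down-regulated in mature gametocytes, 32 peak in stage V gametocytes (57.1%) and 8 in stage II gametocytes (14.3%). Of 43 genes up-regulated in activated gametocytes, 17 peak in ookinetes (39.5%), 9 in rings (20.9%) and 7 in stage V gametocytes (16.3%). The 3 genes down-regulated in activated gametocytes and listed in Table S3 all peak in stage V gametocytes.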

The identified genes were grouped according to their predicted functions as indicated in PlasmoDB. 

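Genes of ApiAP2 transcription factors and of exported proteins were more often up-regulated than down-regulated by TSA. So were all measured genes by the 2-fold rule, with 214 up and 83 down in immature and 205 up and 61 down in mature gametocytes. Of 27 ApiAP2 genes 3 passed the 2-fold rule upward in immature and 5 in mature gametocytes, and none passed it downward. Among genes of exported proteins outside the PHIST family, 17 passed it upward and 7 downward in immature gametocytes, and 15 upward and 0 downward in mature gametocytes. PF3D7_0613800, an ApiAP2 gene, was 2.11-fold higher at 1 h and 5.16-fold higher at 6 h in mature gametocytes and rose by 0.96 on the log2 scale (standard error 0.24, adjusted p = 0.0215) on average, a call not passed without the immature 6 h pair (adjusted p = 0.0588) or the mature 1 h pair (adjusted p = 0.0558). PF3D7_1102600, an exported protein gene with no value at 6 h in mature gametocytes, was 4.24-fold higher at 1 h and 4.67-fold higher at 6 h in immature gametocytes and rose by 1.61 on the log2 scale (standard error 0.24, adjusted p = 0.00708). In the opposite direction the ApiAP2 gene PF3D7_0611200 fell by 0.44 on the log2 scale (standard error 0.11, adjusted p = 0.0181), although not without the immature 1 h, mature 1 h or mature 6 h pair (adjusted p = 0.0527 to 0.0586). By limma's average effect, 12 of 27 ApiAP2 genes rose and 2 fell (14 and 3 adjusted over the list alone), and 26 of 106 exported protein genes rose and 4 fell (26 and 4 adjusted over the list alone). Limma's camera test, which compares a list with all other genes, ranked the ApiAP2 list up (adjusted p = 7.33e-05 with the preset correlation and 0.683 with an estimated one). Exported proteins ranked up (adjusted p = 0.00809 with the preset correlation and 0.683 with an estimated one). With no pair block 5 ApiAP2 genes rose and 1 fell, and 14 exported protein genes rose. The median change of the exported proteins was 0.02 on the log2 scale, and it was negative with normexp and loess.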

The *in-silico* analyses demonstrated that in TSA-treated immature and mature gametocytes the up-regulated genes mainly associated with functions in gene expression and transcription and in antigenic variation and cytoadherence, or they code for exported proteins. Furthermore, in immature gametocytes, genes associated with RBC invasion and proteostasis were significantly up-regulated (Figure 3D; Figures S5A,B). 

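In immature gametocytes 3 of 11 genes of invasion ligands and 3 of 9 genes of serine repeat antigens were up-regulated, and of 20 heat shock protein genes 2 were. PF3D7_0408700, which encodes the perforin-like protein 1, was 2.44-fold higher at 1 h and 2.27-fold higher at 6 h in immature gametocytes. PF3D7_0424100, which encodes the invasion ligand RH5, was 1.52-fold higher at 1 h and 1.99-fold higher at 6 h in the same stage. The heat shock protein 40 gene PF3D7_0113700 was 1.93-fold higher at 1 h and 2.39-fold higher at 6 h. Also in immature gametocytes the small heat shock protein gene PF3D7_0816500 was 1.62-fold higher at 1 h and 2.15-fold higher at 6 h. Averaged over the 6 pairs, PF3D7_0408700 rose by 0.99 on the log2 scale (standard error 0.22, adjusted p = 0.0144) but not without the immature 1 h pair (adjusted p = 0.0517). PF3D7_0113700 rose by 0.86 on the log2 scale (standard error 0.17, adjusted p = 0.0101). The proteasome subunit gene PF3D7_1353800 rose by 0.43 on the log2 scale (standard error 0.08, adjusted p = 0.00855). PF3D7_0816500 rose by 0.50 on the log2 scale (standard error 0.14, adjusted p = 0.0284), although not without the immature 1 h, immature 6 h or mature 6 h pair (adjusted p = 0.0718 to 0.0838). The marker of merozoites AMA1 (PF3D7_1133400) was 2.39-fold higher at 1 h and 1.70-fold higher at 6 h in immature gametocytes. Its log2 ratio to the reference pool at 1 h was low, -4.19 untreated and -2.93 with TSA. It did not pass limma's average test over all 6 pairs. The paper found no *ama1* transcript by RT-PCR in 1 h samples. More asexual schizonts in the treated samples cannot be told apart here from a change within gametocytes. Of the lists, 6 of 9 serine repeat antigen genes rose and 0 fell (7 and 0 adjusted over the list alone, 0 at an unadjusted p under 0.05 downward), 2 of 11 invasion ligand genes rose and 0 fell (2 at an unadjusted p under 0.05 downward), 5 of 20 heat shock protein genes rose and 2 fell, and 2 of 31 proteasome genes rose and 8 fell (3 and 9 adjusted over the list alone). The serine repeat antigens ranked up in the camera test (adjusted p = 0.000887 with the preset correlation and 0.683 with an estimated one), while the adjusted p was 0.438 for invasion ligands, 0.238 for the proteasome and 0.595 for heat shock proteins. With no pair block 2 serine repeat antigen genes, 0 invasion ligand genes, 1 heat shock protein gene and 1 proteasome gene rose, and of the genes named here PF3D7_0408700 (adjusted p = 0.103) and PF3D7_0816500 (adjusted p = 0.0897) did not pass.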

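PHIST genes, which encode exported proteins of the infected red blood cell, were up-regulated in number: 14 of 49 passed the 2-fold rule upward in immature gametocytes, 10 of 49 in mature gametocytes and 4 of 48 in activated gametocytes. Of the genes of merozoite surface proteins 5 of 18 passed it in immature, 4 of 17 in mature and 1 of 17 in activated gametocytes. Of 17 rhoptry protein genes 5 passed it upward in immature gametocytes and 2 in mature gametocytes. Of 5 SURFIN genes, with pseudogenes left out, 2 passed it in immature gametocytes and 1 in each of the other stages. Rifin genes passed it 1 time upward and 3 times downward in immature gametocytes, in all 4 with signals not well above background on 1 array of each pair, and 2 times upward and 1 time downward in mature gametocytes. PF3D7_0620400, which encodes MSP10, was 2.04-fold higher at 1 h and 3.14-fold higher at 6 h in immature gametocytes, and PF3D7_1452000, which encodes the rhoptry neck protein RON2, was 2.81-fold higher at 1 h and 2.56-fold higher at 6 h. On average MSP10 rose by 0.91 on the log2 scale (standard error 0.21, adjusted p = 0.0156) and RON2 rose by 0.89 on the log2 scale (standard error 0.20, adjusted p = 0.0152), although neither call passed without the immature 1 h pair (adjusted p = 0.0524 and 0.0533), nor that of RON2 with no pair block (adjusted p = 0.0724).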

The up-regulated genes mostly included ones coding for SURFINs and RIFINs, for the merozoite surface protein (MSP) family or the rhoptry neck (RON) family and for the PHIST family (Mphande et al., 2008; Proellocks et al., 2010; Beeson et al., 2016; Warncke et al., 2016). Also, genes with functions in the mosquito-specific stages were activated, when the gametocytes were treated with TSA. 

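Genes of ookinete and of sporozoite and liver stage proteins were among those that TSA raised. Of 20 sporozoite and liver stage genes 7 were up-regulated in immature, 6 in mature and 1 in activated gametocytes, and of ookinete and midgut stage genes 2 of 17, 4 of 16 and 2 of 17 were. PF3D7_0408600, which encodes the sporozoite invasion-associated protein 1, was 3.36-fold higher at 1 h and 3.22-fold higher at 6 h in mature gametocytes and rose by 0.99 on the log2 scale (standard error 0.19, adjusted p = 0.0100) over the 6 pairs. SLARP rose by 1.34 on the log2 scale (standard error 0.26, adjusted p = 0.0102). Not all members moved this way, since PF3D7_0602300, which encodes the liver merozoite formation protein PALM, fell by 0.60 on the log2 scale (standard error 0.10, adjusted p = 0.00758). PF3D7_0513700, which encodes the secreted ookinete protein PSOP12, fell by 0.39 on the log2 scale (standard error 0.10, adjusted p = 0.0204). The call of PSOP12 was not passed without the immature 6 h, mature 6 h or activated 6 h pair (adjusted p = 0.0572 to 0.0582), after quantile normalization (adjusted p = 0.0589) or with no pair block (adjusted p = 0.109). By limma's average effect 9 of 20 sporozoite and liver stage genes rose and 1 fell, as they did when adjusted over the list alone, and 5 of 17 ookinete genes rose and 1 fell (6 and 1 adjusted over the list alone). The sporozoite and liver stage list ranked up in the camera test (adjusted p = 0.00455 with the preset correlation and 0.683 with an estimated one). For the ookinete list the adjusted p was 0.238. Without the pair block 6 sporozoite and liver stage genes rose and 1 fell, and 2 ookinete genes rose.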

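Genes of ribosomal proteins and of the splicing machinery fell with TSA more often than they rose. Of 73 genes of cytosolic ribosomal proteins 15 fell and 0 rose on average (13 and 0 adjusted over the list alone, with 34 lower and 0 higher at an unadjusted p under 0.05 in limma), and 8 were down-regulated past 2-fold in immature gametocytes. The gene of the ribosomal protein S25 fell by 0.74 on the log2 scale (standard error 0.12, adjusted p = 0.00714). PF3D7_0719600, which encodes the ribosomal protein L11a and has values in 4 pairs, fell by 0.74 on the log2 scale (standard error 0.18, adjusted p = 0.0240), although not without the immature 6 h pair (adjusted p = 0.0520), without the mature 6 h pair (adjusted p = 0.0697) or from the deposited table (adjusted p = 0.0745). Of 55 splicing genes 18 fell and 1 rose (19 and 1 adjusted over the list alone). The small nuclear ribonucleoprotein E gene fell by 0.82 on the log2 scale (standard error 0.14, adjusted p = 0.00766), while PF3D7_1402700, a putative pre-mRNA splicing factor gene, rose by 0.70 on the log2 scale (standard error 0.13, adjusted p = 0.00910). Among 36 genes of tRNA ligases 6 rose and 6 fell: PF3D7_0925300, the proline tRNA ligase gene, fell by 0.60 on the log2 scale (standard error 0.10, adjusted p = 0.00761). PF3D7_1336900, the tryptophan tRNA ligase gene, rose by 0.60 on the log2 scale (standard error 0.09, adjusted p = 0.00610). Of 46 translation factor genes 3 rose and 6 fell, of 49 ribosome biogenesis genes 3 rose and 5 fell, and of 21 RNA polymerase subunit genes 0 rose and 0 fell (1 and 4 at an unadjusted p under 0.05 in limma). Of 24 genes of chromatin modifiers 1 rose and 4 fell (4 and 5 adjusted over the list alone), among them Sir2B (PF3D7_1451400), a histone deacetylase that silences subtelomeric genes, which fell by 0.61 on the log2 scale (standard error 0.11, adjusted p = 0.00858). With median centring 4 of these 24 rose and 4 fell, with the median of the probes 3 and 4, and with normexp and loess or quantile normalization 2 and 5. The ribosomal list ranked down in the camera test (adjusted p = 6.59e-05 with the preset correlation and 0.722 with an estimated one). Splicing genes ranked down (adjusted p = 0.0158 with the preset correlation and 0.683 with an estimated one). After quantile normalization 25 ribosomal protein genes fell, and 34 without both activated pairs, a setting chosen after the data were seen. With no pair block 7 ribosomal protein genes and 6 splicing genes fell, as did 3 tRNA ligase, 3 translation factor, 2 ribosome biogenesis and 1 chromatin modifier genes.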

Down-regulated genes included ones assigned to gene expression and transcription and translation (Figure 3D). Furthermore, genes with assigned functions in metabolism and signaling as well as components of the cytoskeleton and the inner membrane complex were affected in their activation by TSA-treatment (Table S3).

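Genes of mitochondrial respiration and genes of the cytoskeleton and inner membrane complex fell more often than they rose. Over all 5381 genes tested 780 fell and 671 rose, and the share of the cytoskeleton list that fell was near that of all genes. Of 49 genes of mitochondrial respiration 12 fell and 2 rose (13 and 2 adjusted over the list alone). PF3D7_0915000, which encodes the type II NADH dehydrogenase of the respiratory chain, was 0.415-fold of the untreated level at 1 h and 0.532-fold at 6 h in mature gametocytes and fell by 0.84 on the log2 scale (standard error 0.15, adjusted p = 0.00815) over the pairs. At 1 h in activated gametocytes, unlike the other 5 pairs, the median change of the respiration list was 0.05 on the log2 scale and PF3D7_0915000 was 1.05-fold. Of 14 glycolysis genes 0 rose and 0 fell (0 and 1 at an unadjusted p under 0.05 in limma). Of 89 genes of the cytoskeleton and inner membrane complex 14 fell and 6 rose (13 and 6 adjusted over the list alone). Among them the dynein light chain fell by 0.80 on the log2 scale (standard error 0.15, adjusted p = 0.00976) and the tubulin-specific chaperone PF3D7_0906910 fell by 0.68 on the log2 scale (standard error 0.09, adjusted p = 0.00560). PF3D7_1351700, which encodes the alveolin ALV6 of the inner membrane complex, rose by 0.81 on the log2 scale (standard error 0.14, adjusted p = 0.00731), though with no pair block it did not pass (adjusted p = 0.155). Of 32 DNA replication genes 2 rose and 6 fell (2 and 5 adjusted over the list alone); PF3D7_1449400, a putative DNA replication gene, rose by 0.82 on the log2 scale (standard error 0.15, adjusted p = 0.00855). Mitochondrial respiration ranked down in the camera test (adjusted p = 0.0122 with the preset correlation and 0.683 with an estimated one). For the cytoskeleton list the adjusted p was 0.323. That list was matched by words of the product description and holds 77 genes without those matched by chance. Mitochondrial genes that fell with no pair block numbered 5 and cytoskeleton genes 4, and 0 genes of either list rose.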

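More than 5-fold higher with TSA at 1 or both times were 6 genes in immature gametocytes, 19 in mature gametocytes and 0 in activated gametocytes. In immature gametocytes PF3D7_0902500, which encodes the exported kinase FIKK9.6, was 5.13-fold higher at 1 h and 6.14-fold higher at 6 h. In mature gametocytes PF3D7_0718300, which encodes the cysteine repeat modular protein 2, was 3.19-fold higher at 1 h and 6.87-fold higher at 6 h. PF3D7_0207900, which encodes the serine repeat antigen 2, was 3.98-fold higher at 1 h and 5.77-fold higher at 6 h in the same stage, as was PF3D7_1401500, a putative lysophospholipase gene, with 3.70-fold at 1 h and 5.47-fold at 6 h. PF3D7_0423800, which encodes the merozoite invasion protein CyRPA, was 1.95-fold higher at 1 h and 6.12-fold higher at 6 h in mature gametocytes (this gene and PF3D7_1401500 were chosen after their values were seen). The SURFIN1.2 pseudogene PF3D7_0113600 was 3.51-fold higher at 1 h and 6.58-fold higher at 6 h in immature gametocytes and 3.31-fold higher at 1 h and 10.8-fold higher at 6 h in mature gametocytes. Only 2 genes in each of these stages passed 5-fold at both times. Past 5-fold at 1 or both times in both stages were PF3D7_0113600, PF3D7_0314800, PF3D7_1334400 and PF3D7_1350600. The paper names only PF3D7_1334400 (MSRP4) in both. Of the genes in its Table 2, PF3D7_1313100 in immature and PF3D7_0507300 in mature gametocytes (4.86-fold at 6 h) did not pass 5-fold here. PF3D7_1102600 has no value at 6 h in mature gametocytes. On average FIKK9.6 rose by 1.47 on the log2 scale (standard error 0.29, adjusted p = 0.0104), the cysteine repeat modular protein 2 rose by 1.55 on the log2 scale (standard error 0.31, adjusted p = 0.0104), CyRPA rose by 1.39 on the log2 scale (standard error 0.23, adjusted p = 0.00714) and the pseudogene rose by 1.72 on the log2 scale (standard error 0.38, adjusted p = 0.0145). Serine repeat antigen 2 rose by 1.35 on the log2 scale (standard error 0.31, adjusted p = 0.0152), although not without the immature 1 h pair (adjusted p = 0.0517). More than 5-fold lower was 1 gene, in immature gametocytes: PF3D7_1001200, which encodes an acyl-CoA binding protein, was 0.868-fold of its untreated level at 1 h and 0.175-fold at 6 h, with an average log2 change of -0.47 (standard error 0.34, adjusted p = 0.310) and also chosen after its values were seen. With normexp and loess 10 genes passed 5-fold upward in mature gametocytes and 0 downward in immature gametocytes, and after quantile normalization 13 passed it upward in immature gametocytes.

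**Figure D2:**
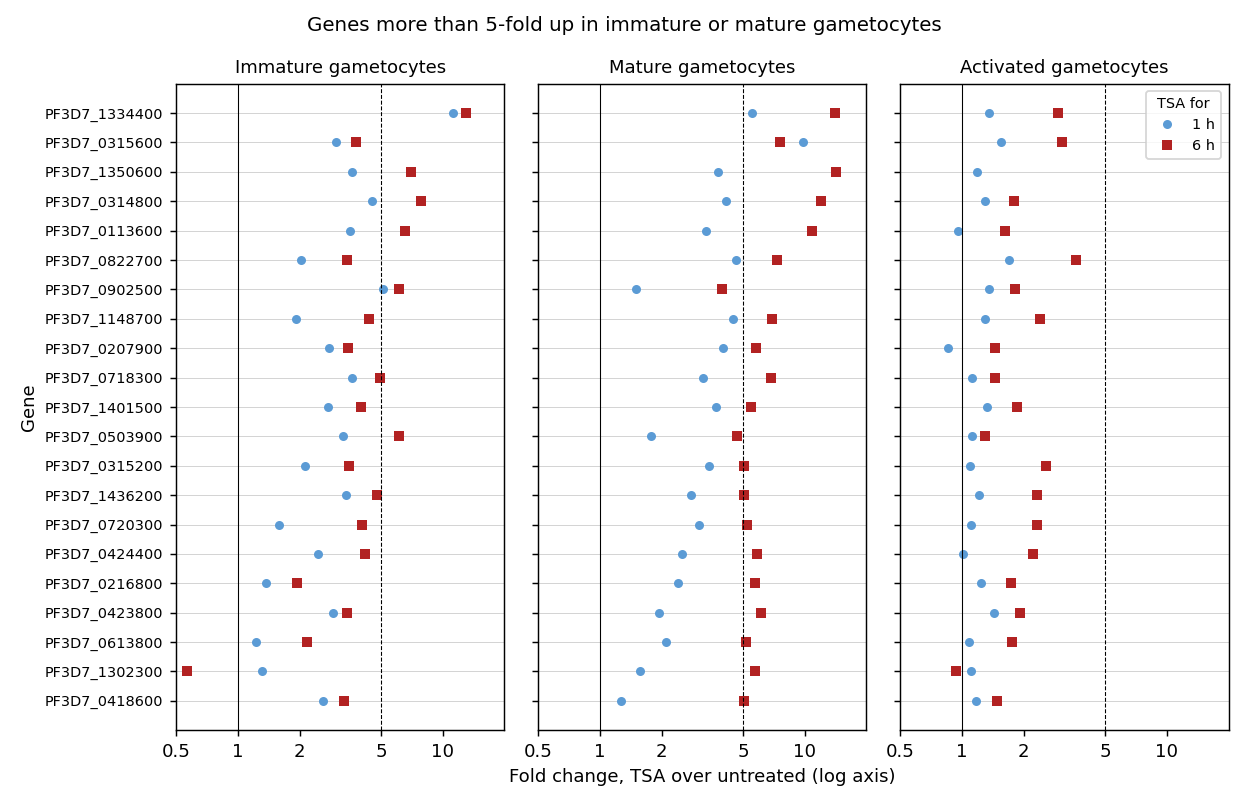
Fold change with TSA (x axis, log scale) of the 21 genes more than 5-fold higher in at least 1 stage, with a panel per stage, circles for 1 h and squares for 6 h. The dashed line marks 5-fold, and PF3D7_1350600 has no value at 6 h in activated gametocytes. PF3D7_1334400 (immature 6 h and activated 1 h) and PF3D7_0720300 (immature 1 h and 6 h, mature 1 h and activated 1 h) are drawn at their measured ratios although 1 of the 2 signals was not well above background.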

In TSA-treated immature and mature gametocytes, several genes with more than 5-fold up-regulated transcription were identified, i.e., four genes in the immature gametocyte samples and 16 genes in the mature gametocyte samples (Table 2). The genes could mostly be assigned to signaling, cell cycle and DNA replication, gene expression and transcription, and proteostasis, or they included genes encoding exported proteins. Six of the genes had unknown function. 

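Of the genes more than 5-fold higher, 3 of 6 in immature gametocytes and 9 of 19 in mature gametocytes encode proteins of unknown function by the description of the array. PF3D7_0314800 was 4.54-fold higher at 1 h and 7.85-fold higher at 6 h in immature gametocytes and 4.14-fold higher at 1 h and 12.0-fold higher at 6 h in mature gametocytes. PF3D7_1350600 reached 3.63-fold at 1 h and 7.03-fold at 6 h in immature gametocytes and 3.78-fold at 1 h and 14.2-fold at 6 h in mature gametocytes. PF3D7_0315600 was 9.79-fold higher at 1 h and 7.61-fold higher at 6 h in mature gametocytes, and PF3D7_0503900 was 3.26-fold higher at 1 h and 6.15-fold higher at 6 h in immature gametocytes. Over the pairs PF3D7_0314800 rose by 2.00 on the log2 scale (standard error 0.37, adjusted p = 0.00858), PF3D7_1350600 rose by 2.13 on the log2 scale (standard error 0.41, adjusted p = 0.0115) from 5 pairs, and PF3D7_0315600 rose by 2.00 on the log2 scale (standard error 0.29, adjusted p = 0.00610). PF3D7_0503900 rose by 1.32 on the log2 scale (standard error 0.31, adjusted p = 0.0163), a call not passed without the immature 1 h pair (adjusted p = 0.0552). The exported protein gene PF3D7_1302300 was 1.58-fold higher at 1 h and 5.72-fold higher at 6 h in mature gametocytes, with an average log2 change of 0.46 (standard error 0.34, adjusted p = 0.315).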

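MSRP4 (PF3D7_1334400), a protein related to the merozoite surface protein 7, had the largest average change of the genes tested. Its gene lies on chromosome 13 from 1403522 to 1404451 in version 3 of the 3D7 genome and is measured by 1 probe. In immature gametocytes it was 11.3-fold higher at 1 h and at least 12.2-fold higher at 6 h, and in mature gametocytes it was 5.50-fold higher at 1 h and 14.1-fold higher at 6 h. In activated gametocytes it was at least 1.32-fold higher at 1 h and 2.95-fold higher at 6 h. The values given as at least are bounds, since the untreated Cy5 signal there was not well above background. They set that signal to the higher of itself and the lowest signal well above background, never exceed the measured ratio, and are open to dye bias; with normexp and loess the 6 h ratio in immature gametocytes was 7.16-fold, so the bound there holds for the processed signals only. Averaged over the 6 pairs, with the measured ratios, MSRP4 rose by 2.58 on the log2 scale (standard error 0.41, adjusted p = 0.00694).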

One gene, encoding for the RBC invasion-related protein MSRP4 (merozoite surface protein 7-related protein 4), was identified in both immature and mature gametocytes.

**Table 2:** Genes with more than 5-fold up-regulated transcription following TSA-treatment.

**Sample**	**Plasmodb_ID**	**Gene (encoding for)**	**Group**	**Properties**	**Predicted function**	**Compartment**
Immature gametocytes	PF3D7_0113600	Surface-associated interspersed protein 1.2 (SURFIN 1.2)	Antigenic variation & cytoadherence	SICA C-terminal inner membrane domain	Cytoadherence, invasion	iRBC
	PF3D7_1334400	MSP7-like protein (MSRP4)	Invasion	1 SP, MSP7-like protein C-terminal domain	RBC invasion	Merozoite PPM
	PF3D7_0902500	Serine/Threonine protein kinase, FIKK family (FIKK9.6/TSTK9F)	Signaling	Protein kinase domain profile	Protein phosphorylation	iRBC
	PF3D7_1313100	Conserved *Plasmodium* protein	Unknown	N/A	N/A	N/A
Mature gametocytes	PF3D7_0418600	Regulator of chromosome condensation	Cell cycle & DNA replication	RCC1 domain	Regulation of chromosome condensation	Nucleus, cytoplasm
	PF3D7_0613800	Transcription factor with AP2 domain(s) (ApiAP2)	Gene expression & transcription	AP2 domain	Regulation of transcription	Nucleus
	PF3D7_0424400	Surface-associated interspersed protein 4.2 (SURFIN 4.2)	Antigenic variation & cytoadherence	N/A	Cytoadherence, invasion	iRBC
	PF3D7_1102600	*Plasmodium* exported protein (GEXP14)	Exported protein	3 TMs, export domain	N/A	iRBC
	PF3D7_1148700	*Plasmodium* exported protein (PHISTc) (GEXP12)	Exported protein	1 SP, 1 TM, RESA domain, export domain	N/A	iRBC
	PF3D7_1302300	*Plasmodium* exported protein	Exported protein	1 SP, 1 TM	N/A	iRBC
	PF3D7_1334400	MSP7-like protein (MSRP4)	Invasion	1 SP, MSP7-like protein C-terminal domain	RBC invasion	Merozoite PPM
	PF3D7_0216800	Conserved *Plasmodium* membrane protein	Metabolism	1 SP, 14 TMs, CECR6/TMEM121 family domain	Cholesterol metabolism, lipid transport	PPM
	PF3D7_0207900	Serine repeat antigen 2 (SERA2)	Proteostasis	1 SP, papain family cysteine protease profile	Proteolysis; cysteine-type peptidase activity	PV
	PF3D7_0718300	Cysteine repeat modular protein 2 (CRMP2)	Signaling	1 SP, 10 TMs, 3 GCC2 and GCC3 domains, 4 epidermal growth factor-like domains	Intracellular receptor signaling pathway, intracellular transport (protein binding)	Membrane
	PF3D7_0314800	Conserved *Plasmodium* protein	Unknown	N/A	Rosetting, cytoadherence	N/A
	PF3D7_0315600	Zinc finger protein, putative	Unknown	Zinc finger C3H1-type profile	Metal ion-binding activity	N/A
	PF3D7_0507300	Conserved *Plasmodium* protein	Unknown	1 SP	N/A	N/A
	PF3D7_0720300	conserved P*lasmodium* protein	Unknown	N/A	N/A	N/A
	PF3D7_0822700	Conserved *Plasmodium* protein	Unknown	1 SP, 3 TMs, Thrombospondin type-1 (TSP1) repeat profile	Transport (cation transmembrane transporter activity)	Membrane
	PF3D7_1350600	Conserved *Plasmodium* protein	Unknown	1 SP, 2 TMs	N/A	Membrane

*N/A, Not applicable; PPM, parasite plasma membrane; PV, parasitophorous vacuole; TM, transmembrane domain; SP, signal peptide*.

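On the arrays, all 15 genes picked for immature gametocytes were more than 2-fold higher with TSA at both times, and of the 17 genes picked for mature gametocytes all passed the 2-fold rule, 15 of them at both times. They were picked from these arrays, so their direction is not independent evidence. PF3D7_0911300, which encodes the cysteine repeat modular protein 1, was 3.08-fold higher at 1 h and 2.81-fold higher at 6 h in immature and 2.73-fold higher at 1 h and 4.15-fold higher at 6 h in mature gametocytes. PF3D7_0318800, described as a putative triosephosphate isomerase, was 3.07-fold higher at 1 h and 2.46-fold higher at 6 h in immature gametocytes, and PF3D7_0207300, which encodes the serine repeat antigen 8, was 2.76-fold higher at 1 h and 2.06-fold higher at 6 h. Over the genes the fold at 1 h ran from 2.02 to 11.3 (median 3.07) in immature and from 1.44 to 5.50 (median 2.73) in mature gametocytes. All 15 and all 17 passed limma's average test. The isomerase rose by 1.04 on the log2 scale (standard error 0.20, adjusted p = 0.00935), the cysteine repeat modular protein 1 rose by 1.15 on the log2 scale (standard error 0.25, adjusted p = 0.0137) but not without the immature 1 h pair (adjusted p = 0.0505), and the serine repeat antigen 8 rose by 0.89 on the log2 scale (standard error 0.25, adjusted p = 0.0296). The last call was not passed without any 1 of the 4 pairs of immature and mature gametocytes (adjusted p = 0.0527 to 0.0921) or with no pair block (adjusted p = 0.0662).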

To validate the microarray array data, a total 32 genes (immature gametocytes: 15 genes; mature gametocytes: 17 genes) transcriptionally up-regulated following TSA-treatment were randomly selected. The gametocyte cultures were treated with TSA at IC_90_ concentration or 0.5% vol. ethanol (untreated control) for 1 h and total RNA was isolated. Complementary DNA was synthesized from each sample and purity was further assessed by diagnostic RT-PCR using stage specific markers. The tests confirmed the presence of *pfccp2* (gametocyte-specific) transcript in all the gametocyte samples while *ama1* (asexual blood stage-specific) transcript was absent (Figure S3B), confirming that the gametocyte samples were devoid of any asexual blood stage contamination. A test for gDNA contamination in sample preparations lacking reverse transcriptase using *pfccp2*-specific primers was negative.

Subsequently, the transcript expression levels of the 32 selected genes were measured via real time RT-PCR in TSA-treated and untreated samples. Transcript expression was calculated by the 2^−ΔCt^ method (Livak and Schmittgen, 2001) in which the threshold cycle number (Ct) was normalized to the Ct of the endogenous control gene encoding *P. falciparum* seryl tRNA-ligase (PF3D7_0717700) as reference gene. For TSA-treated immature gametocytes, we demonstrated a greater than 2-fold transcriptional up-regulation for 14 out of the 15 (93.3%) up-regulated genes as identified by microarray analysis (Figure 4A). Accordingly, 14 out of 17 (82.4%) of the identified up-regulated genes of the TSA-treated mature gametocyte samples had greater than 2-fold increased transcript levels compared to the untreated control (Figure 4B), which strongly validates the microarray results.

**Figure 4:**
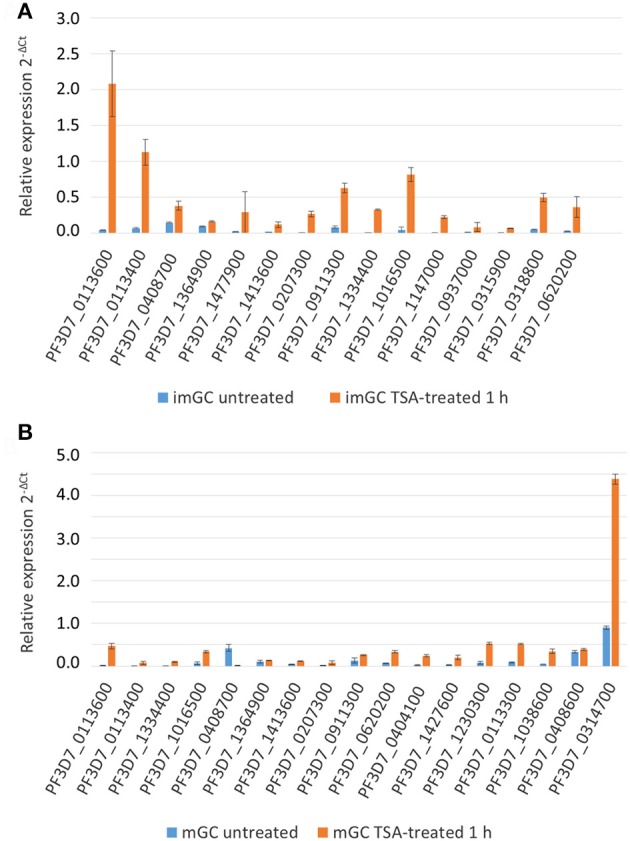
Changes in gene expression after treatment of gametocytes with TSA. Transcript analysis for 15 up-regulated immature (imGC) **(A)** and 17 up-regulated mature (mGC) **(B)** gametocyte genes as identified by microarray via real-time RT-PCR. Transcript expression levels were calculated by the 2^−ΔCt^ method; the threshold cycle number (Ct) was normalized with the Ct of the gene encoding seryl tRNA-ligase (PF3D7_0717700) as reference. Genes were considered up-regulated when the fold changes between TSA-treated and untreated sample were greater than 2-fold. Results shown are representative for two to three independent experiments.

### Genes transcriptionally up-regulated following TSA-treatment associate with acetylated histones

ChIP-qPCR assays were employed to investigate a potential link between histone acetylation and the transcriptional up-regulation of selected genes following TSA-treatment of gametocytes. Five genes transcriptionally up-regulated in TSA-treated mature gametocytes were chosen, i.e., genes encoding a putative ring finger protein (henceforth termed *pfrnf1*, 3D7_0314700), a WD40-domain protein (*pfwdtc1*, 3D7_1428400), the exported protein PHISTc (3D7_0219800) and two unknown proteins (PF3D7_0620200, PF3D7_0926600). 

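All of these genes except PHISTc were more than 2-fold higher with TSA at both times in mature gametocytes on the arrays. The gene *pfrnf1* (PF3D7_0314700) was 2.97-fold higher at 1 h and 2.81-fold higher at 6 h, *pfwdtc1* (PF3D7_1428400) was 2.68-fold higher at 1 h and 3.46-fold higher at 6 h. PF3D7_0620200 of unknown function was 2.64-fold higher at 1 h and 3.23-fold higher at 6 h. PF3D7_0926600, also of unknown function, was 2.01-fold higher at 1 h and 3.01-fold higher at 6 h. The PHISTc gene PF3D7_0219800 was 2.14-fold higher at 1 h and 1.79-fold higher at 6 h. In the fit per stage *pfrnf1* rose by 1.53 on the log2 scale (standard error 0.18, adjusted p = 0.00580) and *pfwdtc1* rose by 1.61 on the log2 scale (standard error 0.13, adjusted p = 0.00268) in mature gametocytes. Over all 6 pairs the PHISTc gene rose by 0.97 on the log2 scale (standard error 0.11, adjusted p = 0.00501) and PF3D7_0926600 rose by 1.13 on the log2 scale (standard error 0.18, adjusted p = 0.00692). For *pfwdtc1* the 6 pairs gave an average log2 change of 0.64 (standard error 0.24, adjusted p = 0.0711), and it passed without the activated 1 h pair (adjusted p = 0.0369), after quantile normalization (adjusted p = 0.0479) and without both activated pairs, a setting chosen after the data were seen (adjusted p = 0.0268). The paper chose these genes on these arrays, so their direction here is not independent evidence.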

For control a gene transcriptionally down-regulated in TSA-treated mature gametocytes was selected, i.e., *pfnep1* (PF3D7_0821500), a gene encoding the ribosomal RNA small subunit methyl-transferase NEP1 (Figure 5A). 

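The gene *pfnep1* (PF3D7_0821500) was lower with TSA in every stage on the arrays. In mature gametocytes it was 0.517-fold of its untreated level at 1 h and 0.340-fold at 6 h, in immature gametocytes 0.430-fold at 1 h and 0.451-fold at 6 h, and in activated gametocytes 0.824-fold at 1 h and 0.556-fold at 6 h. Over the 6 pairs it fell by 1.00 on the log2 scale (standard error 0.14, adjusted p = 0.00582), and it was lower in 6 of 6 pairs.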

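Of 2 tRNA ligase genes that serve as housekeeping genes, the array values of PF3D7_1218600 (arginine tRNA ligase) in mature gametocytes were 0.845-fold of the untreated level at 1 h and 0.981-fold at 6 h, with an average log2 change of -0.02 (standard error 0.07, adjusted p = 0.833) over the 6 pairs. The paper uses PF3D7_0717700 (serine tRNA ligase) as its RT-PCR reference and reports that TSA left its transcript levels unaffected. A fall of the reference would raise folds measured against it, which was not tested for the RT-PCR samples. On the arrays this gene was 0.764-fold of the untreated level at 1 h and 0.777-fold at 6 h in mature gametocytes. It fell by 0.24 on the log2 scale (standard error 0.07, adjusted p = 0.0383) on average and was lower in 6 of 6 pairs. This call was not passed with normexp and loess (adjusted p = 0.0555), with no pair block (adjusted p = 0.259), without both activated pairs, a setting chosen after the data were seen (adjusted p = 0.0569), or without the immature 1 h, immature 6 h, mature 1 h, mature 6 h or activated 6 h pair (adjusted p = 0.0653 to 0.113).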

For further controls, the housekeeping genes coding for arginine tRNA-ligase (PF3D7_1218600) and seryl tRNA-ligase (PF3D7_0717700) were chosen. Additional controls included two genes that were previously shown to associate with chromatin bound to PfHP1, i.e., *ap2-g* (3D7_1222600) and *var* gene *upsB* (PF3D7_0426000) (Brancucci et al., 2014). 

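On the arrays *ap2-g* (PF3D7_1222600), the transcription factor that commits parasites to gametocytes, was 1.83-fold higher at 1 h and 2.27-fold higher at 6 h with TSA in mature gametocytes and 1.85-fold higher at 1 h and 2.16-fold higher at 6 h in immature gametocytes. It rose by 0.79 on the log2 scale (standard error 0.14, adjusted p = 0.00761) on average and was higher in 6 of 6 pairs, although with no pair block it did not pass (adjusted p = 0.175). The *var* gene PF3D7_0426000 was 1.03-fold of its untreated level at 1 h and 1.09-fold at 6 h in mature gametocytes, with an average log2 change of 0.02 (standard error 0.07, adjusted p = 0.827). It was higher in 4 of 6 pairs.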

For each gene, primers corresponding to the promotor and coding regions were generated (for primer locations, see Figure 5A). ChIP assays were performed using anti-H3K9ac and anti-H4Kac4 antibodies, which were previously used to precipitate plasmodial chromatin (Crowley et al., 2011; Gómez-Díaz et al., 2017). For negative control, an IgG antibody from non-immunized rabbit was used in the assays. For positive control, anti-PfHP1 antibody was used to precipitate *ap2-g* and *var upsB* (Flueck et al., 2009). The ChIP recovery rates of these genes following immunoprecipitation were compared between chromatin generated from mature gametocytes treated with TSA at IC_90_ concentrations for 6 h and from untreated mature gametocytes via qPCR.

**Figure 5:**
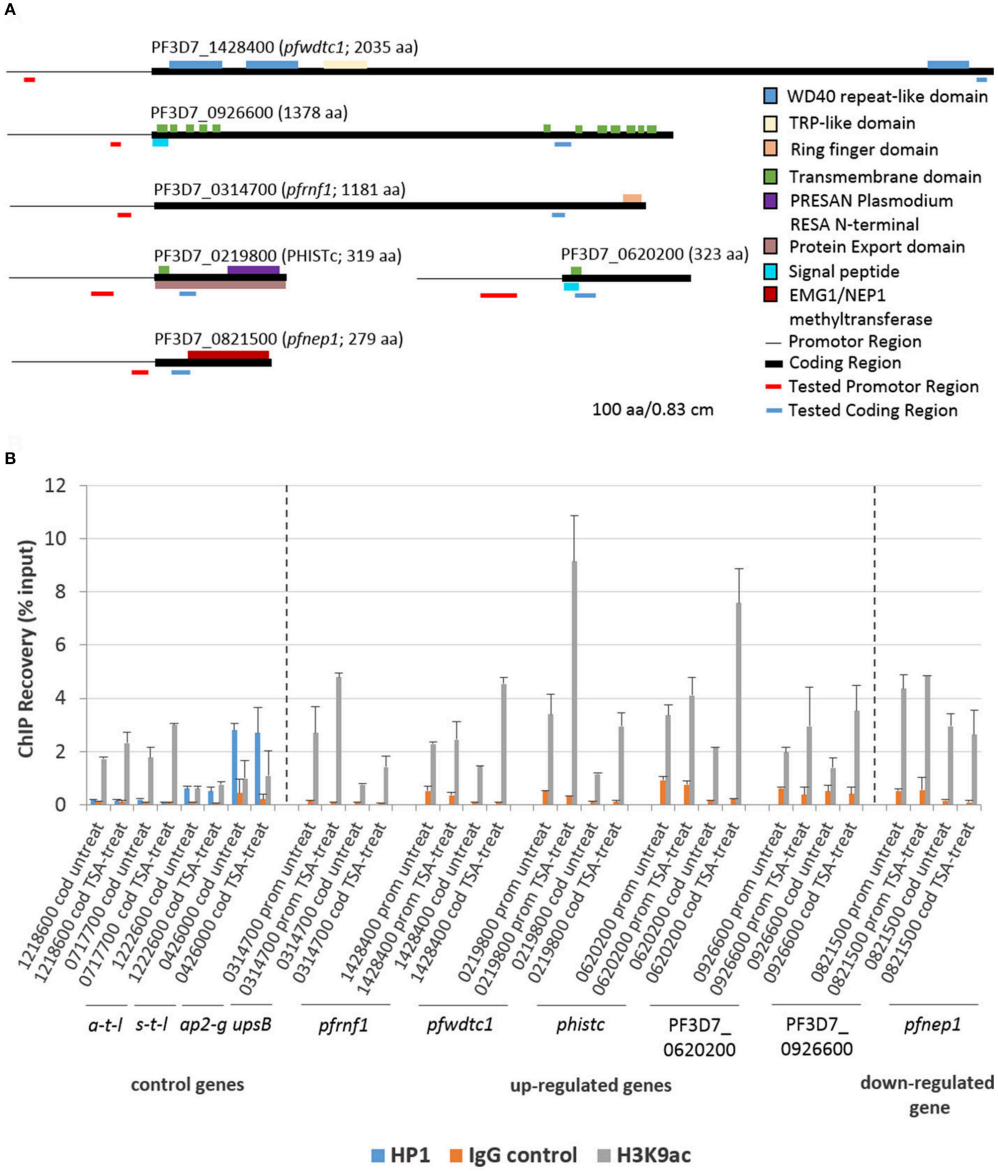
Association of genes affected by TSA-treatment with acetylated histone H3. **(A)** Predicted domain structures of the six genes deregulated in mature gametocytes by TSA-treatment. Promotor (thin black line) and coding (black box) regions as well as location of the primers specific to the promotor (red line) and to the coding region (blue line) are indicated. **(B)** ChIP-qPCR analysis of five up-regulated genes and one down-regulated gene as identified by microarray using rabbit anti-H3K9ac antibody to demonstrate potential association between the genes and acetylated histone H3. Crosslinked chromatin from mature gametocytes treated with TSA at IC_90_ concentrations or with 0.5% vol. ethanol (untreated control) for 6 h was precipitated with rabbit anti-H3K9ac antibody or with rabbit anti-PfHP1antibody and IgG as controls. The immunoprecipitated material was analyzed by qPCR to confirm specific enrichment of selected genes including *pfrnf1* (PF3D7_0314700), *pfwdtc1* (PF3D7_1428400), *phistc* (PF3D7_0219800), PF3D7_0620200, and PF3D7_0926600. As a down-regulated gene *pfnep1* (PF3D7_0821500) was analyzed. The genes encoding arginine tRNA-ligase a-t-l (PF3D7_1218600) and seryl tRNA-ligase s-t-l (PF3D7_0717700) as well as *ap2-g* (PF3D7_1222600) and the *var* gene *upsB* (PF3D7_0426000) were used as controls. Primers targeting either the coding regions (cod.) or promoter regions (prom.) were used for qPCR. The values represent the proportion of chromatin recovered from the input samples. Results shown are representative for two to three independent experiments.

Initially, the presence of PfHP1 in the nuclei of gametocytes was demonstrated via IFA and compared to PfHP1 localization in trophozoites and schizonts. As previously described, PfHP1 as a marker for heterochromatin particularly localized to the nucleus periphery in trophozoites and schizonts (Flueck et al., 2009; Pérez-Toledo et al., 2009). Similarly, PfHP1 was predominantly found at the nucleus periphery of immature and activated gametocytes, while in mature gametocytes PfHP1 was often found in concentrated foci within the nuclei (Figure S6). Immunolabeling with NMS served as negative control and did not result in any labeling (Figure S7).

The ChIP-qPCR analysis on precipitated acetylated histones using anti-H3K9ac antibody demonstrated a higher recovery of the five genes transcriptionally up-regulated in TSA-treated mature gametocytes (Figure 5B). The increased recovery rates were detected both when primers corresponding to the promotor regions or the coding regions were used. A slightly higher recovery was also seen for the two control tRNA-ligase-encoding control genes, when the gametocytes were treated with TSA. No increased recovery rate, on the other hand, was detected, when primers corresponding to the promotor and coding regions of *pfnep1* were used in the qPCR analyses. Furthermore, the genes *ap2-g* and *var upsB* were precipitated with the anti-HP1 antibody (Figure 5B). The recovery rates for the *var* gene *upsB* were higher than the ones for *ap2-g* and neither of the recovery rates changed upon TSA-treatment of the gametocytes. Generally, similar higher recovery rates were observed for the TSA-dependent transcriptionally up-regulated genes, when the anti-H4Kac4 antibody was used for precipitation. No higher recoveries of *pfrnf1* and *pfwdtc1* were achieved, though, when the promotor regions were amplified, indicating that these promotors might associate particularly with acetylated H3 (Figure S8). Furthermore, no higher recovery for PF3D7_0620200 was detected. The overall high recovery rates observed when using anti-H4Kac4 antibody for precipitation might be due to the fact that this antibody also reacts with acetylated H2B (compare with Figures 2C,D). The combined data demonstrate an association of acetylated histones with the five selected genes that were transcriptionally up-regulated in TSA-treated gametocytes.

### Treatment of mature gametocytes with TSA results in increased PfRNF1 synthesis

In a final set of experiments, we aimed to determine, if up-regulation of transcript expression following TSA-treatment also corroborates with increased protein synthesis. We selected one gene, *pfrnf1*, whose transcript level was up-regulated in mature gametocytes following TSA-treatment, for further investigations. 

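The gene *pfrnf1*, described on the array as a putative zinc finger protein, lies on chromosome 3 from 589002 to 592547 in version 3 of the 3D7 genome and is measured by 4 probes. In immature gametocytes it was 1.20-fold higher at 1 h and 1.88-fold higher at 6 h with TSA, and in activated gametocytes 1.22-fold higher at 1 h and 1.71-fold higher at 6 h. Over the 6 pairs it rose by 0.88 on the log2 scale (standard error 0.18, adjusted p = 0.0108) and was higher in 6 of 6 pairs. This average call did not pass with no pair block (adjusted p = 0.0552).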

*In-silico* analyses disclose the ring finger-domain protein PfRNF1 as a putative E3-ligase (Ponts et al., 2008). A recombinant protein corresponding to the N-terminal region of PfRNF1 was bacterially expressed and used to generate antisera against PfRNF1 in mice. IFA were performed in the different asexual and sexual blood stages of *P. falciparum*. Asexual blood stage parasites were highlighted by MSP-1 labeling; gametocytes and activated gametocytes were highlighted by Pfs230 immunolabeling. The IFA revealed a prominent expression of PfRNF1 in immature gametocytes with peak expression in stage II gametocytes. Here, the protein localized to the gametocyte cytoplasm and nucleus (Figure 6A). PfRNF1 was also detected at low levels in mature gametocytes and in gametocytes 30 min post-activation as well as in schizonts.

**Figure 6:**
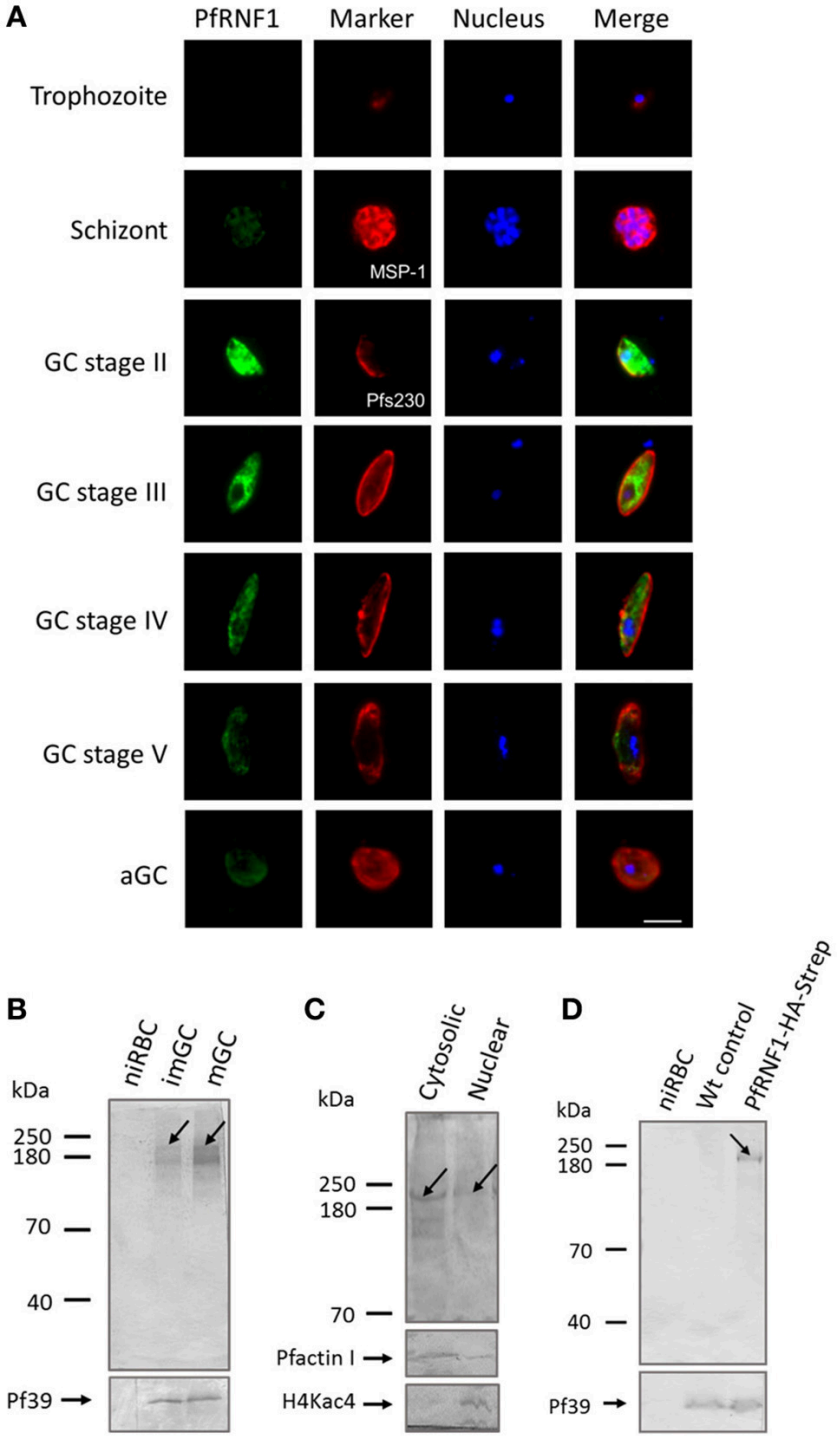
Characterization of PfRNF1. **(A)** Localization of PfRNF1 in the *P. falciparum* asexual blood and gametocyte stages. Mouse anti-PfRNF1 antisera was used to immunolabel fixed samples of trophozoites, schizonts and mature gametocytes (GC) of stages II to V as well as of activated gametocytes (aGC) at 30 min post-activation (green). Schizonts were visualized by labeling with rabbit anti-MSP-1 antibody and gametocytes were visualized by rabbit anti-Pfs230 antisera (red); nuclei were highlighted by Hoechst nuclear stain 33342 (blue). Bar, 5 μm. Results shown are representative for four independent experiments. **(B)** Expression of PfRNF1 in gametocyte lysates of immature (imGC) and mature (mGC) gametocytes were immunoblotted with anti-PfRNF1 antibody and detected two protein bands of approximate molecular weights of 200 kDa (arrow) and 140 kDa. Lysates of non-infected red blood cells (niRBCs) were used for negative control. Immunoblotting with mouse anti-Pf39 antisera served as loading control. **(C)** Sub-cellular localization of PfRNF1. Cytosolic and nuclear fractions of enriched immature gametocytes were subjected to WB using anti-PfRNF1 antisera and detected a 200-kDa band (arrow) in both fractions. Mouse antibodies against PfActinI (41 kDa) and rabbit antibodies against H4Kac4 detecting acetylated histone H4 (~11 kDa) were used as fraction controls. **(D)** Detection of PfRNF1-HA-Strep in gametocytes of parasite line PfRNF1-HA-Strep. Lysates of PfRNF1-HA-Strep immature gametocytes were immunoblotted with rabbit anti-HA antibody and detected a protein band of 200 kDa (arrow). Lysates of non-infected red blood cells (niRBCs) as well as wild-type (Wt) gametocytes were used as negative control. Results shown (for **A–D**) are representative for three to four independent experiments.

Expression of PfRNF1, which has a calculated molecular weight of 135 kDa, was then investigated in immature and mature gametocytes via WB analysis. A predominant protein band was detected in both, immature and mature gametocyte lysates, when immunoblotted with anti-PfRNF1 antisera, which was migrating at a molecular weight of roughly 200 kDa. An additional protein band at ~140 kDa was also observed (Figure 6B). No protein bands were present in lysates of the non-infected RBC control. For loading control, immunoblotting with anti-Pf39 antisera, directed against the endoplasmic reticulum-specific protein Pf39 (Templeton et al., 1997), was performed, and Pf39 was detected in all parasite lysates. We also investigated the sub-cellular localization of PfRNF1 in gametocytes via WB, using cytosolic and nuclear fractions of mixed gametocyte cultures. WB revealed the presence of PfRNF1 as a 200-kDa protein in both fractions (Figure 6C). Antibodies against PfActin1, which is predominantly present in the cytoplasm and to a minor level in the nuclei were used as a fraction control. The purity of the fractions was further confirmed by immunoblotting with anti-H4Kac4 antibody, which labeled histones in the nuclear fraction, but which did not result in any protein band in the cytoplasmic fraction (Figure 6C).

To validate the protein expression data, we generated a *P. falciparum* transfectant line, which expresses PfRNF1 C-terminally tagged with HA-Strep (Figure S1B). Successful integration was confirmed by diagnostic PCR (Figure S1C). Subsequent WB analyses, using rabbit anti-HA antibody, detected a protein band with an approximate molecular weight of 200 kDa in lysates of immature gametocytes from the transfectant line, but not from wild-type parasites used as a negative control (Figure 6D). Further, no protein band was detected in lysates of non-infected RBCs. The combined WB data indicate that PfRNF1 migrates at a higher molecular weight than expected, which might be caused by PTMs. When the PfRNF1-HA-Strep-expressing parasite line was used in IFA and immunolabeled with anti-HA antibody, a similar protein expression pattern was observed as has been described above (Figure S9).

Finally, we assessed whether treatment of mature gametocytes with TSA results in up-regulation of PfRNF1 on the protein level. In this regard, mature gametocytes, both of the wild-type strain and the PfRNF1-HA-Strep-expressing transfectant line, were treated with TSA at IC_90_ concentration or 0.5% vol. ethanol (untreated control) for 24 h, lysates were generated and PfRNF1 was detected by WB analysis using the anti-PfRNF1 antisera. Immunoblotting revealed increased PfRNF1 levels in lysates of TSA-treated gametocytes compared to the untreated control for both wild-type and transfectant (Figure 7A, Figure S10A). Quantitative WB analysis showed a significant up-regulation of PfRNF1 following TSA-treatment as compared to the untreated control (Figure 7B, Figure S10B).

**Figure 7:**
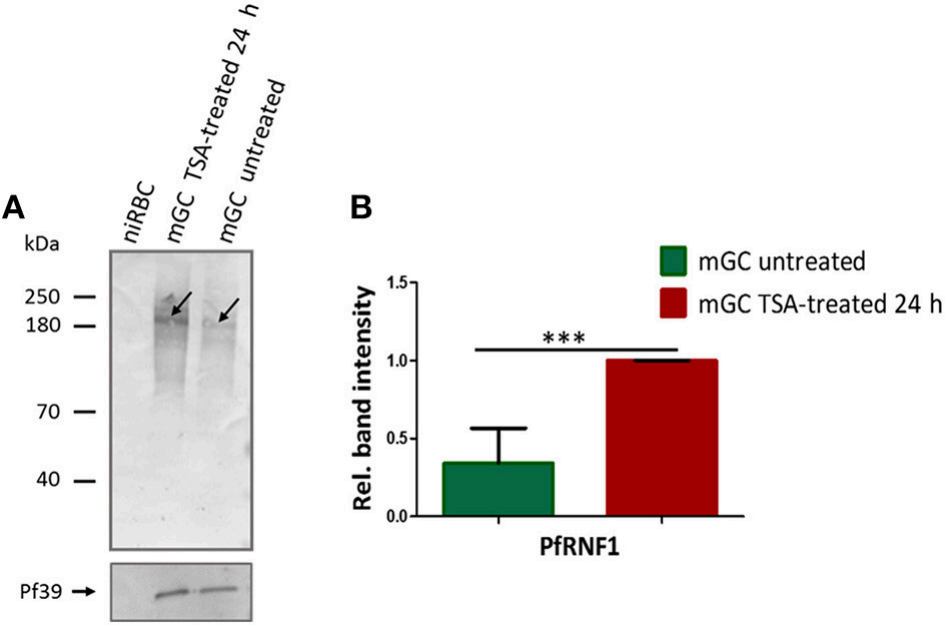
Up-regulation of PfRNF1 levels in mature gametocytes following TSA-treatment. **(A)** Lysates from mature gametocytes (mGC) following treatment with TSA at IC_90_ concentrations or 0.5% vol. ethanol (untreated control) for 24 h were subjected to WB using mouse anti-PfRNF1 antisera and detected a 200 kDa band (arrow). Immunoblotting of lysates of non-infected red blood cells (niRBC) was used for negative control; immunoblotting with mouse anti-Pf39 antisera served as loading control. **(B)** Quantification of PfRNF1 protein expression following TSA-treatment of mature gametocytes. Lysates of mature gametocytes were subjected to immunoblotting as described above and PfRNF1 levels were quantified between TSA-treated and untreated samples by measuring the band intensities via Image J for six different experiments; the values were normalized with the band intensities of Pf39 used as loading control (set to 1). Results shown (for **A,B**) are representative for six independent experiments. ^***^P < 0.001, Student's *t-*test.

## Discussion

Histone PTMs are emerging as major regulatory mechanisms thought to modulate gene expression in eukaryotes. While these mechanisms have been extensively studied during the erythrocytic replication of *P. falciparum*, little is known about this process during parasite human-to-mosquito transmission. In this study, we aimed to determine the role of histone acetylation and deacetylation in the control of gene expression in *P. falciparum* gametocytes during their development and transmission to the mosquito. To achieve our goal, we used the chemical loss-of-function approach using the HDAC inhibitor TSA (inhibitor of HDACs I and II) on the *P. falciparum* gametocyte-producing NF54 strain. Treatment with TSA results in a mean IC_50_ value of 29 nM. The killing of the *P. falciparum* asexual blood stages by TSA with IC_50_ values in nM ranges have already been reported before for the chloroquine-sensitive 3D7 (8 nM) and chloroquine resistant strain DD2 (11 nM) (Andrews et al., 2008).

In order to determine the effect of TSA on gametocyte development and transmission to the mosquito, we treated stage II gametocytes with the HDAC inhibitor and followed gametocyte development. We show that gametocyte development was strongly affected, and here stage II and III gametocytes appeared to be more vulnerable to TSA treatment then stage IV and V gametocytes. On the other hand, TSA only moderately effected macrogamete and zygote development. In a previous study, it was also reported that microgametes were only moderately affected following treatment with a variety of HDAC inhibitors (Trenholme et al., 2014). The fact that TSA has strong gametocytocidal activities, but only exerts minor effects on gametes and zygotes indicates that histone acetylation-mediated gene regulation is important during gametocytogenesis, but not during the early phase of midgut-stage development. This is in accord with findings in *P. falciparum* and *P. berghei* that transcript required for the midgut stage formation is synthesized and stored in female gametocytes, where it is translationally repressed by binding to regulatory ribonucleoprotein complexes, like the RNA helicase DOZI (development of zygote inhibited) and the Sm-like factor CITH (homolog of worm CAR-I and fly Trailer Hitch), as identified in *P. berghei*, or the Pumilio/FBF (Puf) family RNA-binding protein Puf2, as was shown for *P. falciparum* (Mair et al., 2006, 2010; Miao et al., 2013; Guerreiro et al., 2014). A recent analysis integrating transcriptome and proteome data revealed 512 highly expressed transcripts in *P. falciparum* female gametocytes without corresponding protein expression, indicating large scale translational repression (Lasonder et al., 2016). Repression of the stored transcript is released and translation is initiated, once the gametocytes become activated in the mosquito midgut.

To confirm histone acetylation in gametocytes, we used two commercially available histone acetylation antibodies (anti-H3K9ac and anti-H4Kac4) to detect the acetylated histones in the nuclei of different gametocyte stages. By means of these antibodies, we demonstrated that gametocyte treatment with TSA results in histone hyper-acetylation thereby leading to transcriptional activation. Histone hyper-acetylation following treatment of the malaria parasite with HDAC inhibitors have been earlier reported for *P. falciparum* blood stages (Andrews et al., 2008; Trenholme et al., 2014) and the asexual blood stages of *P. knowlesi* (Chua et al., 2017).

As a next step we aimed to investigate any deregulation of gene expression in immature, mature and activated gametocytes caused by TSA-treatment via microarray- and real-time RT-PCR-based analyses. Comparative transcriptomics between untreated and inhibitor-treated gametocytes identified 453 genes, which were more than 2-fold deregulated after 1 or 6 h following TSA-treatment. Among these 303 were more than 2-fold up-regulated, while 150 genes were down-regulated. 

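In the arrays 430 of 5351 genes measured in any stage passed the 2-fold rule in at least 1 stage. Of these, 294 were up-regulated and 136 down-regulated, and 0 were up-regulated in 1 stage and down-regulated in another. Among the up-regulated genes 242 also rose in limma's test of the average effect over the 6 pairs, and among the down-regulated genes 77 also fell. The 10 largest falls of that test include PF3D7_0518400, a cyclin gene, which fell by 0.83 on the log2 scale (standard error 0.12, adjusted p = 0.00605). They also include PF3D7_1216100, a conserved membrane protein gene with values in 5 pairs, which fell by 0.87 on the log2 scale (standard error 0.12, adjusted p = 0.00610). The largest rises include PF3D7_0822700, which rose by 1.75 on the log2 scale (standard error 0.24, adjusted p = 0.00552). The paper proposes that acetylated histones bind DNA more loosely, so that more euchromatin forms and genes are up-regulated, and for the down-regulation it proposes indirect effects.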

Up-regulation of gene expression can be explained by increased euchromatin formation due to the loose contact between the negatively charged DNA and the acetylated histones, which hence counteracts gene silencing. Down-regulation of gene expression following TSA-treatment, on the other hand, which occurs in less than half of the identified genes, might be due to indirect effects. As mentioned earlier, PfHP1 was reported to bind to H3K9me3 to maintain the heterochromatin state, resulting in *ap2-g* repression (Brancucci et al., 2014), a process also involving PfHda2. It is postulated that the removal of acetyl groups by PfHda2 promotes histone methylation leading to PfHP1 binding (Coleman et al., 2014). Other studies have also reported the down-regulation of gene expression following treatment with HDAC inhibitors (Glaser et al., 2003; Chaal et al., 2010; Andrews et al., 2012b). Subsequent ChIP-qPCR analyses confirmed the general association of genes up-regulated in gametocytes following TSA-treatment with acetylated histones, particularly acetylated H3 and H4. The observed higher recovery rates achieved, when anti-H4Kac4 was used in the ChIP assays may be due to the facts that the antibody recognizes several lysine acetylation sites in H4 and that it additionally exhibits a minor binding to acetylated H2B.

An interesting finding in this study is the fact that the impairment of gene silencing during gametocytogenesis re-activates genes known to be crucial for blood stage replication. This was particularly observed for genes assigned to antigenic variation and cytoadherence and to RBC invasion by merozoites, or genes encoding exported proteins, which are particularly characteristic for the intraerythrocytic trophozoites. 

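Genes of the exported FIKK kinases, which asexual blood stages send into the red blood cell, were among those that TSA raised: of 18 genes 8 rose and 2 fell on average, and the same counts held when adjusted over the list alone. They passed the 2-fold rule upward 5 times in immature and 3 times in mature gametocytes. PF3D7_0424500 was 2.99-fold higher at 1 h and 3.60-fold higher at 6 h in immature gametocytes and rose by 1.00 on the log2 scale (standard error 0.31, adjusted p = 0.0388), although not without the immature 1 h, immature 6 h or mature 6 h pair (adjusted p = 0.0920 to 0.113), after quantile normalization (adjusted p = 0.0504) or with no pair block (adjusted p = 0.0948). PF3D7_0726200, which encodes FIKK7.1, fell by 0.58 on the log2 scale (standard error 0.10, adjusted p = 0.00761). Of 10 marker genes of asexual blood stages 3 rose and 0 fell (4 and 0 adjusted over the list alone, with 5 higher and 1 lower at an unadjusted p under 0.05). The rhoptry-associated protein 1 (PF3D7_1410400) rose by 0.74 on the log2 scale (standard error 0.16, adjusted p = 0.0133) and RH5 rose by 0.63 on the log2 scale (standard error 0.13, adjusted p = 0.0121). RhopH3 (PF3D7_0905400), chosen after its values were seen, rose by 0.45 on the log2 scale (standard error 0.11, adjusted p = 0.0184). None of these 3 passed with no pair block (adjusted p = 0.263, 0.0563 and 0.229), nor did RhopH3 without the immature 1 h pair (adjusted p = 0.0599). AMA1 had an average log2 change of 0.45 (standard error 0.19, adjusted p = 0.105) and passed without the mature 1 h pair (adjusted p = 0.0285), and the ligand EBA175 (PF3D7_0731500) had an average log2 change of -0.33 (standard error 0.13, adjusted p = 0.0826) and passed with normexp and loess (adjusted p = 0.0453), without the activated 1 h pair (adjusted p = 0.0478) and without both activated pairs, a setting chosen after the data were seen (adjusted p = 0.0239). The FIKK kinases ranked up in the camera test (adjusted p = 0.00395 with the preset correlation and 0.683 with an estimated one). For the asexual markers the adjusted p was 0.206, which passed without the mature 1 h pair (adjusted p = 0.0359).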

Interestingly, genes involved in antigenic variation and cytoadherence included ones coding for RIFINs and SURFINs, while only one out of 60 known *var* genes was identified. This might be explained by the fact that *var* gene activation and silencing is mostly accredited to the NAD-dependent histone deacetylases PfSir2A and PfSir2B (Duraisingh et al., 2005; Freitas-Junior et al., 2005; Tonkin et al., 2009) which are not affected following TSA-treatment. 

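Of 58 measured *var* genes, which encode the adhesion protein PfEMP1, 0 passed the 2-fold rule in any stage. On average 6 fell and 0 rose (0 and 0 adjusted over the list alone, with 15 lower and 0 higher at an unadjusted p under 0.05 in limma). Over all 5381 genes tested 780 fell, a larger share than in this family. PF3D7_0200300, annotated as an exon of a *var* gene, fell by 0.39 on the log2 scale (standard error 0.09, adjusted p = 0.0144), but not with no pair block (adjusted p = 0.101). PF3D7_1373500, the highest *var* gene, had an average log2 change of 0.24 (standard error 0.11, adjusted p = 0.142). The next, PF3D7_0800100, had an average log2 change of 0.13 (standard error 0.09, adjusted p = 0.290). The family ranked down in the camera test (adjusted p = 0.00941 with the preset correlation and 0.847 with an estimated one), and it did not pass without the activated 1 h pair (adjusted p = 0.101). In the fit with no pair block 1 gene of the family fell. The *var* genes that fell numbered 13 with normexp and loess, and 1 or 2 fell without any 1 of the immature and mature pairs.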

*Var* gene regulation is also linked to histone methylation, like H3K4me3-mediated *var* gene activation and H3K9me3-mediated *var* gene silencing (Chookajorn et al., 2007; Lopez-Rubio et al., 2007, 2009; Salcedo-Amaya et al., 2009), which further substantiate the reason why *var* genes were hardly identified. 

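Of 129 measured *rif* genes 4 passed the 2-fold rule upward and 4 downward. The higher ones were PF3D7_0201200 (2.00-fold at 1 h and 1.06-fold at 6 h in mature gametocytes), PF3D7_0808900 (1.47-fold at 1 h and 4.18-fold at 6 h in mature gametocytes), PF3D7_0900300 in immature gametocytes and PF3D7_1000500 in activated gametocytes. The lower ones were PF3D7_0223100, PF3D7_0401400, PF3D7_0732900 and PF3D7_1479700, and all of these genes but PF3D7_0201200, PF3D7_0808900 and PF3D7_0223100 were chosen after their values were seen. No fold is given for PF3D7_0900300, PF3D7_0223100, PF3D7_0401400 and PF3D7_0732900, which in immature gametocytes were not well above background on the TSA array at 1 h and the untreated array at 6 h. PF3D7_0201200 rose by 0.55 on the log2 scale (standard error 0.11, adjusted p = 0.00976), but not with normexp and loess (0.28, adjusted p = 0.0910), from the deposited table (adjusted p = 0.0830), with a strict background filter (adjusted p = 0.0776) or with no pair block (adjusted p = 0.0818). PF3D7_0808900 rose by 0.68 on the log2 scale (standard error 0.22, adjusted p = 0.0449), a call lost with normexp and loess (0.33, adjusted p = 0.128), after quantile normalization (adjusted p = 0.0549), with no pair block (adjusted p = 0.0571) and without the immature 1 h, immature 6 h, mature 1 h or activated 6 h pair (adjusted p = 0.0616 to 0.0987). Of 127 *rif* genes tested by limma 4 rose and 0 fell, none when adjusted over the list alone (6 higher and 9 lower at an unadjusted p under 0.05), and with no pair block 0 rose. The *rif* genes called with normexp and loess were 2 that rose and 3 that fell; from the deposited table 3 rose and 1 fell, with a strict background filter 2 rose, without the activated 1 h pair 6 rose and 3 fell, and without both activated pairs (chosen after the data were seen) 7 rose and 1 fell. The camera test gave adjusted p = 0.703, and the median change of -0.02 on the log2 scale turned positive with median centring.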

RIFINs are encoded by about 135 *rif* genes and comprise the largest family of antigenically variable molecules in *P. falciparum* (reviewed in Kirkman and Deitsch, 2014). H3K9 acetylation has been shown to control the expression of *rif* genes, which probably accounts for the reason why RIFINs were affected (Cabral et al., 2012). 

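Of 5 SURFIN genes tested, with pseudogenes left out, 3 rose with TSA and 0 fell (4 and 0 adjusted over the list alone, with 4 higher and 0 lower at an unadjusted p under 0.05 in limma). SURFIN4.2 (PF3D7_0424400), on chromosome 4 from 1099811 to 1107111 of the 3D7 genome, was 2.47-fold higher at 1 h and 4.17-fold higher at 6 h in immature gametocytes, 2.52-fold higher at 1 h and 5.86-fold higher at 6 h in mature gametocytes and 2.22-fold higher at 6 h in activated gametocytes. SURFIN1.1 (PF3D7_0113100), on chromosome 1 from 495244 to 500076, was 1.35-fold higher at 1 h and 3.10-fold higher at 6 h in immature gametocytes. SURFIN8.2 (PF3D7_0830800), chosen after its values were seen, was 1.73-fold higher at 1 h and 1.55-fold higher at 6 h in mature gametocytes. Over the pairs SURFIN4.2 rose by 1.40 on the log2 scale (standard error 0.26, adjusted p = 0.00932), SURFIN8.2 rose by 0.54 on the log2 scale (standard error 0.11, adjusted p = 0.0122) and SURFIN1.1 rose by 0.61 on the log2 scale (standard error 0.19, adjusted p = 0.0422). The call of SURFIN1.1 was not passed with normexp and loess (adjusted p = 0.0561), with no pair block (adjusted p = 0.0598), or without any 1 pair but the activated 1 h pair (adjusted p = 0.0509 to 0.101). SURFIN8.1 (PF3D7_0831100) had an average log2 change of 0.35 (standard error 0.13, adjusted p = 0.0717) and passed with the median of the probes (adjusted p = 0.0443), without the activated 1 h pair (adjusted p = 0.0351) and without both activated pairs, a setting chosen after the data were seen (adjusted p = 0.0149). The family ranked up in the camera test (adjusted p = 0.00545 with the preset correlation and 0.683 with an estimated one).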

SURFINs are encoded by 10 surface-associated interspersed (*surf*) genes, which are located close or within the subtelomeric region of chromosomes. Little is known whether they are epigenetically regulated, but it is likely that they are regulated by histone PTMs (Mphande et al., 2008). 

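Of 10 *mc-2tm* genes on the array, which encode membrane proteins of Maurer's clefts, 0 passed the 2-fold rule in any stage. Their average changes ran from those of PF3D7_0222100, an average log2 change of -0.24 (standard error 0.13, adjusted p = 0.175), to PF3D7_0701600, an average log2 change of 0.07 (standard error 0.12, adjusted p = 0.686). PF3D7_0222100 passed with normexp and loess (adjusted p = 0.0374). Limma's test called 0 of the 10 over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The camera test gave adjusted p = 0.994 for the family, whose median changed sign between the scalings tried.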

Not identified by the microarray analyses were any of the genes coding for the 15 variant antigen-encoding *mc-2tm* genes. Furthermore, only one out of 35 STEVOR-encoding genes was up-regulated in gametocytes following TSA-treatment, suggesting that these gene families are not primarily affected in their expression levels by histone acetylation.

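Of 29 *stevor* genes on the array 24 were measured, of which 0 passed the 2-fold rule upward and 3 downward, PF3D7_1400700 and, chosen after their values were seen, PF3D7_0631900 and PF3D7_1040200. In immature gametocytes the signal of all 3 was not well above background on the TSA array at 1 h and on the untreated array at 6 h, nor was that of PF3D7_1040200 in mature gametocytes on the untreated array at 1 h and on the TSA array at 6 h, so their folds are not given. Limma's average test called 0 of 20 *stevor* genes over all genes or adjusted over the list alone, with 0 higher and 2 lower at an unadjusted p under 0.05. It called 3 down with normexp and loess, 1 down from the deposited table, 2 down and 1 up with no filter on background, 1 down without the activated 1 h pair and 2 down without both activated pairs, a setting chosen after the data were seen. PF3D7_1040200 had an average log2 change of -0.25 (standard error 0.23, adjusted p = 0.442), and it passed without both activated pairs (adjusted p = 0.0289). Every pair left in that setting had a signal of this gene not well above background, so the call is not read as a fall. PF3D7_1400700 had an average log2 change of -0.32 (standard error 0.18, adjusted p = 0.214), and it passed without the activated 1 h pair (adjusted p = 0.0185) and without both activated pairs (adjusted p = 0.0440). The camera test gave adjusted p = 0.440.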

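Of 50 measured PHIST genes 16 were up-regulated past 2-fold in at least 1 stage, 8 of them in at least 2 stages, and 1 was down-regulated. PF3D7_1148700, a PHISTc gene, was 4.46-fold higher at 1 h and 6.88-fold higher at 6 h in mature gametocytes and 1.29-fold higher at 1 h and 2.41-fold higher at 6 h in activated gametocytes. PF3D7_1016500, another PHISTc gene, was 3.58-fold higher at 1 h and 3.12-fold higher at 6 h in immature gametocytes and 3.69-fold higher at 1 h and 2.70-fold higher at 6 h in mature gametocytes. The down-regulated gene was PF3D7_1001300 of the PHISTa group, at 0.558-fold of its untreated level at 1 h and 0.457-fold at 6 h in immature gametocytes. Over the 6 pairs PF3D7_1148700 rose by 1.61 on the log2 scale (standard error 0.27, adjusted p = 0.00714) and PF3D7_1016500 rose by 1.36 on the log2 scale (standard error 0.18, adjusted p = 0.00552). PF3D7_1001300 had an average log2 change of -0.41 (standard error 0.16, adjusted p = 0.0809), and it passed with normexp and loess (adjusted p = 0.0176), after quantile normalization (adjusted p = 0.0453), without the activated 1 h pair (adjusted p = 0.0492) and without both activated pairs, a setting chosen after the data were seen (adjusted p = 0.0135). Limma's average test called 19 of 50 PHIST genes up and 0 down, over all genes and adjusted over the list alone, with 25 higher and 3 lower at an unadjusted p under 0.05. The family ranked up in the camera test (adjusted p = 2.74e-05 with the preset correlation and 0.683 with an estimated one).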

The majority of exported proteins regulated in their synthesis by histone acetylation include members of the PHIST (*Plasmodium* helical interspersed subtelomeric) family. The PHIST family comprises 89 proteins, the most of which have yet unknown functions. The PHIST protein family is characterized by a conserved domain of ~150 amino acids predicted to form four consecutive alpha helices and have been shown to be differentially expressed during the *Plasmodium* life-cycle (Warncke et al., 2016). The differential expression of these proteins may suggest an epigenetic mechanism. Invasion-related genes regulated in their expression by histone acetylation include previously identified surface proteins of merozoites, e.g., members of the MSP (merozoite surface protein) and the RON (Rhoptry neck) families (Proellocks et al., 2010; Beeson et al., 2016; Lin et al., 2016). 

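Of 17 rhoptry protein genes 6 rose and 0 fell on average (8 and 0 adjusted over the list alone, with 10 higher and 0 lower at an unadjusted p under 0.05 in limma). Of 18 merozoite surface protein genes 3 rose and 0 fell (3 and 0 adjusted over the list alone, with 5 higher and 0 lower at an unadjusted p under 0.05). Besides MSRP4 and MSP10 this was MSRP1 (PF3D7_1335000), chosen after its values were seen, which was 1.15-fold higher at 1 h and 2.74-fold higher at 6 h in immature gametocytes. MSRP1 rose by 0.63 on the log2 scale (standard error 0.16, adjusted p = 0.0221), but the change was 0.23 with normexp and loess (adjusted p = 0.152), 0.28 from the deposited table (adjusted p = 0.177) and 0.02 with a strict background filter (adjusted p = 0.841), and it did not pass with no pair block (adjusted p = 0.254) or without the mature 1 h or mature 6 h pair (adjusted p = 0.0597 and 0.0598). MSP3 (PF3D7_1035400) had an average log2 change of -0.15 (standard error 0.16, adjusted p = 0.506). RON3 (PF3D7_1252100), also chosen after its values were seen, was 2.42-fold higher at 1 h and 2.51-fold higher at 6 h in immature gametocytes and rose by 0.63 on the log2 scale (standard error 0.20, adjusted p = 0.0427). This call was lost with trend and robust in eBayes, the median of the probes, normexp and loess, quantile normalization, no pair block and spots left out on single arrays, the last chosen after the data were seen (adjusted p = 0.0531 to 0.372), and without any 1 of the immature 1 h, immature 6 h, mature 6 h and activated 6 h pairs (adjusted p = 0.0788 to 0.125). RON6 (PF3D7_0214900) had an average log2 change of -0.11 (standard error 0.07, adjusted p = 0.268). The rhoptry list ranked up in the camera test (adjusted p = 0.000978 with the preset correlation and 0.683 with an estimated one). Merozoite surface proteins ranked up too (adjusted p = 0.0122 with the preset correlation and 0.683 with an estimated one), and not after quantile normalization (adjusted p = 0.0525) or with a strict background filter (adjusted p = 0.0718). In the fit with no pair block 0 rhoptry genes and 2 merozoite surface protein genes rose. With spots left out on single arrays 3 rhoptry genes rose. In the 3 pairs in which the genes of these lists and of the serine repeat antigens had the highest medians (immature 1 h and 6 h, mature 6 h), the median log2 change of 8 abundant schizont transcripts, a measure chosen after the result was seen, was 0.63, 0.36 and 0.64, with the lowest transcript at -0.18, -0.88 and -0.88.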

Noteworthy, all of these identified gene families, i.e., *rif* and *stevor* and the ones encoding the PHIST family as well as the merozoite invasion-related families were reported to associate with heterochromatin markers (Flueck et al., 2009; Lopez-Rubio et al., 2009; Salcedo-Amaya et al., 2009) thereby maintaining default silencing of the majority of redundant members of multi-gene families (reviewed in Duffy et al., 2012).

While the above mentioned genes appear to be silenced by deacetylations of the associated histones after the parasites have entered the sexual pathways, other genes were apparently waiting to be activated by histone acetylation, once the parasite has been transmitted to the mosquito vector. 

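Of 6 ookinete genes named for midgut passage 5 rose with TSA and 1 did not pass the test. CTRP (PF3D7_0315200), which ookinetes need for motility, was 2.13-fold higher at 1 h and 3.47-fold higher at 6 h in immature gametocytes, 3.41-fold higher at 1 h and 5.05-fold higher at 6 h in mature gametocytes and 2.58-fold higher at 6 h in activated gametocytes. It rose by 1.41 on the log2 scale (standard error 0.23, adjusted p = 0.00714) over the 6 pairs. The chitinase CHT1 (PF3D7_1252200) was 4.84-fold higher at 6 h in mature gametocytes and rose on average (adjusted p = 0.00947). CelTOS (PF3D7_1216600) was 1.71-fold higher at 1 h and 3.67-fold higher at 6 h in mature gametocytes and rose by 0.74 on the log2 scale (standard error 0.18, adjusted p = 0.0200), although not without the mature 1 h pair (adjusted p = 0.0523). PSOP25 (PF3D7_0620000, named so in Table S3 and described on the array as of unknown function) was 2.66-fold higher at 1 h and 1.55-fold higher at 6 h in mature gametocytes and rose by 0.78 on the log2 scale (standard error 0.13, adjusted p = 0.00714). SOAP (PF3D7_1404300), with no value at 1 h in mature gametocytes, was 1.60-fold higher at 1 h and 1.30-fold higher at 6 h in immature gametocytes and rose by 0.42 on the log2 scale (standard error 0.08, adjusted p = 0.0121). WARP (PF3D7_0801300) was 2.10-fold higher at 6 h in activated gametocytes, with an average log2 change of 0.16 (standard error 0.16, adjusted p = 0.463). CHT1 (adjusted p = 0.0542) and SOAP (adjusted p = 0.149) did not pass with no pair block.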

Among others, these genes encode proteins important for midgut extravasation by the ookinete, like the secreted ookinete protein 25 (PSOP25), the secreted ookinete adhesive protein (SOAP), the von Willebrand factor A-domain related protein (WARP), the circumsporozoite and thrombospondin-related adhesion protein-related protein (CTRP), the cell traversal protein for ookinetes and sporozoites (CelTOS), or chitinase (CHT1) (reviewed in Pradel, 2007; Bennink et al., 2016).

To further justify our data, we selected one gene, *pfrnf1* (PF3D7_0314700), whose transcript was up-regulated following TSA-treatment of mature gametocytes, for further characterization. PfRNF1 possesses a C-terminal RING finger domain, which shows a high homology with the human E3 ubiquitin-protein ligase Praja-1. PfRNF1 has been annotated as a potential E3 ligase in *P. falciparum* as a component of the ubiquitin-mediated pathway (Ponts et al., 2008). TSA-treatment caused increased transcript and protein levels of PfRNF1 in mature gametocytes. Based on our data we postulate that under normal conditions deacetylation of histones H3 and H4 down-regulates PfRNF1 expression in mature gametocytes. The regulation of expression by histone deacetylases was recently also reported for the human RING finger domain protein RNF148 (Liu et al., 2013). We therefore suspect that PfRNF1 is a potential HDAC-regulated E3 ligase involved in ubiquitin-mediated pathways during gametocyte development, which might be important for regulatory processes during human-to-mosquito transmission of *Plasmodium*.

Our combined data highlight the role of histone acetylation in the control of gene expression during gametocyte development and transmission from the human to the mosquito, which may be exploited in malaria transmission-blocking strategies.

## Author contributions

Conceived and designed the experiments: CN, MK, ML, TV, and GP. Performed the experiments: CN, MK, OP, LO, and MF. Analyzed the data: CN, MK, OP, LO, AR, and GP. Wrote the manuscript: CN, MK, and GP. All authors read and approved the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptional Profiling Defines Histone Acetylation as a Regulator of Gene Expression during Human-to-Mosquito Transmission of the Malaria Parasite Plasmodium falciparum
**Source:** Front Cell Infect Microbiol. 2017 Jul 24;7:320. doi: 10.3389/fcimb.2017.00320
**Supplement:** Supplementary file 11

**Table S1: List of primers used in the study**

How the deposited data were processed for this re-analysis (not part of the article)

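Transcripts of immature (stages II to IV), mature (stage V) and activated gametocytes of *P. falciparum* were measured on 12 two-colour Agilent arrays, 1 for each stage, treatment (untreated, or TSA at 0.26 µM) and time (1 h or 6 h), with Cy5 for the sample and Cy3 for a common reference pool. Cultures treated alike were pooled before RNA extraction, so there are no replicates and no dye swaps. The authors extracted the signals with Agilent Feature Extraction 11.5.1.1. For each array they deposited a scanner file with the median spot and background signals and the processed signals of both dyes, all in intensity units, 0 or 1 marks for signals well above background and for outliers, and the ratio of Cy5 over Cy3 on a log10 and a log2 scale. They also deposited a table of log2 ratios of 14419 spots for the series. Each column of that table matched the log2 ratio of the same array's scanner file, so its scale (log2) and direction (Cy5 over Cy3) are known; its medians of 0.04 to 0.14 show that the columns were not centred on 0. Processed signals include the background subtraction and dye normalization of the authors, whose exact protocol is not stated in the text of the paper.

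Each array holds 15162 oligo spots and, besides them, 582 control spots. Of the oligo spots, 14474 that name 1 gene were used and 688 that name none or several were left out. The log2 of processed Cy5 over processed Cy3 was averaged over the spots of a probe and then over the probes of a gene. Spots marked as outliers were left out, 299 to 1728 per array (1.97 to 11.4%), on both arrays of a pair, or on all 4 arrays of a stage where 1 h was compared with 6 h. This pairwise removal was chosen after the data were seen. A probe was used if its Cy5 signal was well above background on at least 2 of 12 arrays. A gene counted for a stage if its Cy5 signal was well above background on at least 1 of 2 arrays at each time, which left 5234 genes in immature, 5128 in mature and 5162 in activated gametocytes. Genes with a signal not well above background on at least 1 array of the stage were 5, 2 and 2 of the up-regulated and 6, 1 and 0 of the down-regulated genes in immature, mature and activated gametocytes. Gene names and positions are those of the array annotation, on version 3 of the 3D7 genome.

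The 2-fold rule is the one in the methods of the paper, more than 2-fold at 1 or both times and the same direction at both, and it was also applied with a fold of 5 and to the change from 1 h to 6 h. Overlaps between stages were set beside the number expected from the sizes of the lists. With limma 3.58.1 in R 4.3.3 (data.table 1.17.8, jsonlite 2.0.0), TSA and untreated arrays were compared within the 6 pairs over 5381 genes with Cy5 well above background on at least 6 arrays. P-values were adjusted by the method of Benjamini and Hochberg over all genes, with a threshold of 0.05. The same package fitted the effect per stage, the difference of activated gametocytes from the mean of the others and that of mature from immature gametocytes over 5281 genes, and the difference of 6 h from 1 h over 5348. In the fit per stage the 1 h and 6 h pairs stood in as repeats of a stage, so change between the times counted as error. All stages shared the estimate of the spread. Between mature and immature gametocytes 0 genes were called (443 at an unadjusted p under 0.05, smallest adjusted p = 0.134). The SD of a gene between the pairs had a median of 0.205 on the log2 scale. On simulated data of this design the average test found 95% of genes changed by 1 on the log2 scale and 72% of those changed by 0.5, with 2.34% of calls false, and the stage test found 70 to 75% of genes changed by 1. Of unchanged genes 0.816% passed the 2-fold rule in immature gametocytes. The simulated noise was independent between genes and the effect was the same in all 6 pairs. The arrays differ from this in both respects, so these rates need not hold for them.

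Before the data were examined, 33 gene lists were fixed from product descriptions or gene identifiers: the *var*, *rif*, *stevor*, *mc-2tm*, SURFIN and PHIST families, other exported proteins, FIKK kinases, merozoite surface proteins, rhoptry proteins, invasion ligands, serine repeat antigens, ApiAP2 transcription factors, ribosomal proteins, tRNA ligases, translation factors, ribosome biogenesis, RNA polymerase, splicing, proteasome, heat shock proteins, histones, chromatin modifiers, ookinete and sporozoite stages, cytoskeleton and inner membrane complex, DNA replication, glycolysis, mitochondrial respiration, and markers of asexual blood stages and of female, male and early gametocytes. Each list with at least 5 genes that have values in all pairs was tested by limma's camera with a preset correlation of 0.01 and with an estimated one, adjusted over the lists. The alternatives, also fixed then, were another background correction and normalization (normexp with an offset of 50 on median signals, then loess), the deposited table, median centring, quantile normalization, the median of the probes, no or a strict filter on background, a fold of 1.9, a 1.2-fold minimum at the other time, no pair block, a trended and robust spread, and leaving out each pair. The plan for normexp named mean spot signals, which the scanner files used here lack, so medians were used. A block for the array slide could not be run, since the files name no slides.

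Genes named in the text were chosen by a rule fixed before the data were examined: per stage the 10 genes with the largest and the 10 with the smallest mean change among those past 2-fold at both times (in activated gametocytes at 1 time), the 10 highest and 10 lowest average changes that passed limma's test, the 2 highest and 2 lowest members of each list, and every gene that the paper names in its text, Table 2, Fig. 4, Fig. 5 or Table S1. The values of many of these in Table S2 and Table S3 had been seen before. Genes named outside this rule are marked as chosen after their values were seen. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.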

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

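The test of a slower response was chosen only after the result was seen. In single pairs a group stood apart from the other pairs in 5 of 50 groups of 6 pairs, where chance gives about 1 in 20. At 1 h in immature gametocytes the median log2 change of the chromatin modifiers was -0.176, with the other pairs from -0.037 to -0.0023. At 1 h in activated gametocytes the median of mitochondrial respiration was 0.0459 (other pairs -0.247 to -0.156), the exported protein gene PF3D7_0113300 was at 0.273 (other pairs 1.74 to 2.24), the NADH dehydrogenase gene PF3D7_0915000 was at 0.0709 (other pairs -1.27 to -0.880), and PF3D7_1127400 of unknown function was at -0.0707 (other pairs -1.19 to -0.856). All but the chromatin modifiers lie in the same pair.

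Activated gametocytes changed less than the other stages at both times: the SD of the log2 changes over genes was 0.165 at 1 h against 0.433 in immature and 0.365 in mature gametocytes, and 0.328 at 6 h against 0.489 and 0.510. A smaller range of ratios on the activated arrays is argued against, since the SD of their gene log2 ratios was 1.08 times that of the mature arrays (1.42 against 1.31). A slower response is a candidate explanation: over genes, the slope of the activated change on the mean change of the other stages was 0.108 at 1 h (r = 0.254) and 0.562 at 6 h (r = 0.666), a ratio of 5.23. At 6 h the SD was still the smallest of the stages, so a smaller response stays open beside a slower one. The 1 h and 6 h values come from 1 pair each, so a weaker treatment of that pair stays open as well as the biology of activation, which was not tested.

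The median change of histone genes in activated gametocytes, averaged over 1 h (6 genes with a value) and 6 h (8 genes), was 0.283, while the pairs of the other stages had medians from -0.330 to -0.016 over 7 or 8 genes. This difference was not tested. Of 1451 genes with an average effect of TSA, 1122 are not listed in Table S3, 423 of them higher with a median log2 change of 0.36 and 699 lower with a median of -0.34. In all, 1132 of the 1451 genes were past the 2-fold rule in no stage.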

How the results depend on the processing

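3 alternative settings were chosen only after the data were seen: spots left out on single arrays, leaving out both activated pairs, and the cytoskeleton list without chance matches. So was the removal of marked spots on both arrays of a pair, on which the main setting rests. Of 439 comparisons of counts and mean folds with the alternatives other than leaving out a pair, 407 stayed the same by the rule set for them (counts within 1.5 times) and 32 moved. Of 223 comparisons of gene lists 221 stayed on the same side of the threshold and 2 lost the threshold. These comparisons all used the preset correlation in camera. With an estimated correlation no list passed the threshold in the main setting (camera, adjusted p of 0.683 or higher). For the average effects of 134 named genes 1125 of 1190 comparisons stayed on the same side, 56 lost the threshold, 32 of them with no pair block, and 9 gained it, with no change of direction past the threshold; with each pair left out, 697 of 804 stayed on the same side, 98 lost the threshold and 9 gained it. Changes of sign that were never past the threshold are counted as the same side (26 for lists and 14 for named genes over all settings, each pair left out included). Of the stage changes of named genes 1 of 223 moved, that of PF3D7_1478800 in immature gametocytes (1.27 with normexp and loess). Average changes that kept their call and moved by over 1.5 times were those of PF3D7_0718300 (1.55; 0.99 with normexp and loess and 1.03 with the strict filter), PF3D7_0720300 (1.34; 0.82 with normexp and loess), PF3D7_1478800 (1.47; 0.97 with normexp and loess), PF3D7_0620000 (0.78; 0.41 with the strict filter) and PF3D7_0808900 (0.68; 0.41 without the mature 6 h pair). No setting moved the median change of all genes in a pair by over 0.1 on the log2 scale. The cause of the changes below was not tested.

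With normexp and loess the genes up at both times in immature gametocytes were 65 in place of 107, those down at both times 2 in place of 7 in immature and 5 in place of 8 in mature gametocytes, those past 5-fold up 10 in place of 19 in mature gametocytes and those past 5-fold down 0 in place of 1 in immature gametocytes. Up-regulated genes of activated gametocytes were 28 in place of 47 and those of all 3 stages 18 in place of 31. Genes with opposite directions were 7 in place of 13 in immature and 6 in place of 15 in activated gametocytes, and the rule for time gave 33 in place of 55 genes up in mature and 22 in place of 43 genes down in activated gametocytes. From the deposited table, genes down at both times in mature gametocytes were 5, genes down in activated gametocytes were 7 in place of 4, and their mean fold at 1 h was 0.724 in place of 0.929. After quantile normalization genes past 5-fold up in immature gametocytes were 13 in place of 6, genes down in activated gametocytes 2, genes up with time in activated gametocytes 108 in place of 177, and the list of merozoite surface proteins had adjusted p = 0.0525 in place of 0.0122. A fold of 1.9 gave 129 in place of 83 genes down in immature gametocytes, 15 in place of 8 down at both times in mature gametocytes, 7 down in activated gametocytes and 19 in place of 11 down in immature and mature gametocytes. A minimum of 1.2-fold at the other time gave 26 genes up and 0 down in activated gametocytes and 17 up in all 3 stages. The strict background filter gave 1 in place of 0 genes down in all 3 stages, 6 with opposite directions in immature gametocytes, 1 in place of 0 with another effect in activated gametocytes and adjusted p = 0.0718 for merozoite surface proteins, and no filter gave 22 with opposite directions. The median of the probes gave 2 genes with another effect in activated gametocytes, and the trended and robust spread 2 in place of 0 with another effect in mature than in immature gametocytes. Genes that rose numbered 319 in place of 671 with no pair block, and those that fell 232 in place of 780. With spots left out on single arrays 7 genes were down in activated gametocytes.

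Leaving out 1 pair at a time (leave-one-out) gave 380 (without the immature 1 h pair) to 761 (without the activated 1 h pair) genes up and 257 to 1103 down on average, the ends coming from the same pairs. By stage it gave 2 (without the immature 6 h pair) to 468 genes up and 0 to 411 down in immature gametocytes, and 37 (without the mature 6 h pair) to 383 up and 0 to 449 down in mature gametocytes. The low ends by stage come from fits that keep 1 pair of that stage and take the spread from the other stages alone. They are not read as results for that stage. The high ends come from fits that keep both pairs of the stage, so the ends of each range are not alike. The *var* family had adjusted p from 0.000383 to 0.101, the latter without the activated 1 h pair. Without both activated pairs 719 genes rose and 957 fell. At least 97.8% of spots on each array were well above background in Cy5, so few genes, among them MSRP4, have bounds in place of folds. That mark alone does not show that low signal affects few genes. On the untreated activated arrays the median log2 ratio to the reference pool was 0.0739 for all genes. There it was -0.893 for the genes up-regulated in immature and -0.775 for those up-regulated in mature gametocytes.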

Differences from the paper's values

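The setting that leaves out spots on single arrays and the look at marked spots were chosen only after the result was seen. In activated gametocytes 4 genes were down-regulated past 2-fold, and the value of the paper is 7. Of the alternatives set before the data were examined, the deposited table (7), a fold of 1.9 (7), no filter on background (5) and the strict filter (5) come within 1.5 times of the paper's value; normexp and loess (4), the median of the probes (4), median centring (3), quantile normalization (2) and 1.2-fold at the other time (0) do not. Leaving out spots on single arrays, chosen after seeing the values, gave 7, of which 3 carry the identifiers of genes in the paper's list, so by identifier 4 of its 7 are not called under that setting either. Of the paper's 7 genes, 3 are measured by 1 probe whose spot is marked as an outlier on 1 activated array, so they have no value at 1 time here. With the marks ignored, a look taken after the values were seen, all 3 were past the rule. Another 1 of the 7 is an apicoplast gene listed under an identifier that the array does not use; its folds in Table S3 match those of the apicoplast tRNA called here, and no table linking the identifiers was at hand.

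MSRP4 (PF3D7_1334400) at 6 h in immature gametocytes was at least 12.2-fold higher, and the value of the paper in Table S3 is 5.43. With normexp and loess it was 7.16, within 1.5 times of the paper's value; it was 12.9 with median centring, the median of the probes and no filter, and 17.9 after quantile normalization, and the deposited table and the strict filter give no value. PF3D7_0720300 at 1 h in mature gametocytes was at least 3.06-fold higher, with the untreated signal not well above background, and the paper's value in Table S3 is 1.68. With normexp and loess it was 1.54; it was 3.13 with median centring, 3.06 with the median of the probes and no filter, and 3.46 after quantile normalization.

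The paper counts 1 *var* gene among the deregulated genes, and 0 were past the 2-fold rule here; the strict background filter gave 1 and the other alternatives of processing gave 0. It counts 1 up-regulated *stevor* gene, and 0 were up-regulated here, as under every alternative of processing for which it was counted.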

Other observations

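The tests of schizonts and of neighbouring genes that rise together were chosen only after the results were seen. Of 8 early gametocyte markers 2 rose and 1 fell in limma's average test: PF3D7_1477300 (Pfg14-744) rose by 0.74 on the log2 scale (standard error 0.19, adjusted p = 0.0218). It did not pass without the immature 6 h pair (0.0643) or the mature 1 h pair (0.0608). GDV1 (PF3D7_0935400), a protein of early gametocyte development, fell by 0.48 (standard error 0.13, adjusted p = 0.0279, not passed with no pair block with 0.142, nor without the immature 1 h, immature 6 h or activated 6 h pair with 0.0750 to 0.0855). Of 8 female markers 1 rose and 1 fell: P47 (PF3D7_1346800) rose by 0.43 (standard error 0.11, adjusted p = 0.0238), a call lost with no pair block (0.0598) and without any 1 of the 4 pairs of immature and mature gametocytes (0.0620 to 0.0704). CCp1 (PF3D7_1475500) fell by 0.25 (standard error 0.08, adjusted p = 0.0496), a call lost under most settings (0.0505 to 0.258). The 5 male markers had a median change of -0.34 on the log2 scale, the lowest of all lists, with 0 higher and 4 lower at an unadjusted p under 0.05 in limma. After adjustment 1 fell, HAP2 (PF3D7_1014200, chosen after its values were seen), by 0.34 on the log2 scale (standard error 0.09, adjusted p = 0.0298), a call lost with the median of the probes (0.124), with no pair block (0.160) and without any 1 pair but the activated 1 h pair (0.0519 to 0.0819). Of 8 histone genes 0 rose and 0 fell (0 and 1 at an unadjusted p under 0.05 in limma).

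Genes past the 2-fold rule upward in immature or mature gametocytes were higher in the other stage too. A compressed range of ratios on the TSA arrays is argued against, since after the trend of change on level was removed the lower of the median log2 changes in the other stage was 0.901, and r between the stages went from 0.773 to 0.765. The scanner software's background subtraction and dye normalization are argued against as the whole source, since the up-regulated genes of immature and those of mature gametocytes add to 419, and to 340 with normexp and loess, a ratio of 1.23. An effect of TSA shared by the stages stays open as the biological explanation.

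Of 18 merozoite surface protein genes 3 rose and 0 fell over the pairs, and of 17 rhoptry protein genes 6 rose and 0 fell. More asexual schizonts in the TSA-treated samples cannot be told apart from a change within gametocytes, since in the 3 pairs in which the genes of the merozoite lists had a median log2 change above 0.3 (immature 1 h and 6 h, mature 6 h) the median log2 change of 8 abundant schizont transcripts was 0.629, 0.359 and 0.637, with the lists at 0.493, 0.645 and 0.707; the median over these pairs was 0.629. At 1 h in mature gametocytes the lists were at -0.0206 and the abundant transcripts at -0.176, while MSRP4 was at 2.46. The abundant transcripts did not move as one, the lowest being at -0.179, -0.876 and -0.877 in those 3 pairs. The 8 transcripts were taken out of the lists, and gametocytes also carry some of them. Of the 8 transcripts, EBA175, RAP1, AMA1 and the serine repeat antigen 5, chosen after their values were seen, were higher on both mature 1 h arrays than on the mature 6 h arrays. The log2 ratio to the reference pool of EBA175 (PF3D7_0731500) was -1.47 untreated and -2.02 with TSA at 1 h, against -4.12 and -5.00 at 6 h. That of RAP1 (PF3D7_1410400) was -1.97 and -1.82 against -4.37 and -3.30. AMA1 (PF3D7_1133400) was at -1.35 and -1.93 against -2.88 and -2.40. The serine repeat antigen 5 (PF3D7_0207600) was at -2.87 and -2.95 against -4.79 and -4.24. RH5 (PF3D7_0424100) was higher at 1 h only without TSA (-0.845 and -0.785 against -1.88 and -0.730). Where the 2-fold rule was applied to the change from 1 h to 6 h, such differences between samples were not separated from change with time. Against schizonts the paper reports treatment with N-acetyl glucosamine to kill asexual stages, Percoll enrichment and Giemsa smears, and no *ama1* transcript by RT-PCR in 1 h samples, which are not stated to be the RNA on the arrays.

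The number of genes with an average effect (1451) was reached by 1 of 32 exchanges of TSA and untreated arrays within pairs, the real one, with 848 as the highest other. This argues against chance but cannot exclude it, since 1 of 32 is the smallest share these exchanges can give. Among 98 drawn splits of the 12 arrays into equal parts it was reached by 3, the real one included, with 1788 as the highest other, from a split that parts 4 of the 6 pairs. These splits do not keep the pairs, so what can be said on chance rests on the exchanges, all of which part the 6 pairs. For the difference between 6 h and 1 h, the 10 splits of the pairs are too few for a share under 0.05 (real count 0, highest other 10, 10 of 10 as large), and for the difference of activated gametocytes so are the 15 choices of 2 pairs (real count 0, highest other 0, 15 of 15 as large).

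Genes that rose may lie next to each other on the chromosomes. Both genes had risen in 155 pairs of neighbouring genes, against a mean of 83.4 and a range of 51 to 123 over 100000 permutations of the calls (permutation test, p = 1e-05, the smallest they can give). Both genes had fallen in 159 pairs (permuted mean 111, range 74 to 148, permutation test, p = 1e-05), so neighbouring is not peculiar to genes that rose. Families of exported, variant, kinase and merozoite genes are argued against as the source, since 124 such pairs were left without them (permuted mean 72.5, range 35 to 107). A run of 4 risen genes lies on chromosome 1 from 504938 to 522579 and includes PF3D7_0113300 and the HSP40 gene PF3D7_0113700, and a run of 5 lies on chromosome 9 from 862781 to 883117. A chromosome end was taken as the outermost tested gene on that side of the chromosome. Genes within 100 kb of such an end did not rise more often than others (12.8 against 12.6%, a difference of 0.172 percentage points, permutation test, p = 0.940). Without the families named above 14.5% of 207 genes near the ends rose against 12.2% of 4592 elsewhere, a difference not tested. Of all genes near the ends 4.96% fell against 15.6% elsewhere (permutation test, p = 1e-05, the smallest possible). Up-regulated past 2-fold in at least 1 stage were 10.5% of them against 4.96% elsewhere (permutation test, p = 1e-05). The families were not left out for these falls and up-regulations, so position cannot be told apart from family there.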
